# Loss of *Hoxa5* function affects *Hox* gene expression in different biological contexts

**DOI:** 10.1038/s41598-024-81867-0

**Published:** 2024-12-28

**Authors:** Béatrice Frenette, Josselin Guéno, Nicolas Houde, Kim Landry-Truchon, Anthony Giguère, Theyjasvi Ashok, Abigail Ryckman, Brian R. Morton, Jennifer H. Mansfield, Lucie Jeannotte

**Keywords:** *Hoxa5*, *Hox* expression, *Hoxa5* mutant mice, Chromatin landscape, Respiratory system, Musculoskeletal system, Developmental biology, Molecular biology

## Abstract

*Hoxa5* plays numerous roles in development, but its downstream molecular effects are mostly unknown. We applied bulk RNA-seq assays to characterize the transcriptional impact of the loss of *Hoxa5* gene function in seven different biological contexts, including developing respiratory and musculoskeletal tissues that present phenotypes in *Hoxa5* mouse mutants. This global analysis revealed few common transcriptional changes, suggesting that HOXA5 acts mainly via the regulation of context-specific effectors. However, *Hox* genes themselves appeared as potentially conserved targets of HOXA5 across tissues. Notably, a trend toward reduced expression of *HoxA* genes was observed in *Hoxa5* null mutants in several tissue contexts. Comparative analysis of epigenetic marks along the *HoxA* cluster in lung tissue from two different *Hoxa5* mutant mouse lines revealed limited effect of either mutation indicating that *Hoxa5* gene targeting did not significantly perturb the chromatin landscape of the surrounding *HoxA* cluster. Combined with the shared impact of the two *Hoxa5* mutant alleles on phenotype and *Hox* expression, these data argue against the contribution of local *cis* effects to *Hoxa5* mutant phenotypes and support the notion that the HOXA5 protein acts in *trans* in the control of *Hox* gene expression.

## Introduction

*Hox* genes encode an evolutionary conserved family of transcription factors that play central regulatory roles in body patterning and development^1–3^. In mammals, 39 *Hox* genes are tightly organized in four clusters, *HoxA* to *HoxD* located on different chromosomes. This arrangement is fundamental for the transcriptional regulation and thus function of each gene. Initiation of *Hox* transcription is coordinated, with spatio-temporal activation occurring in sequence from 3ʹ to 5ʹ across each cluster. As a result, anterior to posterior regions of the body express distinct combinations of *Hox* genes, and HOX proteins act coordinately to confer positional identity. Establishment and maintenance of *Hox* expression include regulatory mechanisms that operate at the level of individual genes as well as other shared across several genes or whole clusters^4^.

The requirements for *Hox* genes have been extensively studied through molecular genetic analyses. *Hox* mutant mice display a panoply of phenotypes from skeletal transformations to organ defects and postnatal anomalies, indicating the broad range of action of *Hox* genes throughout life^3^. Mis-regulation of *Hox* gene expression is related to various pathologies including both positive and negative actions on tumor formation and metastasis^5^. Mutations in *Hox* genes are also associated with various human disorders^6^.

Despite their central developmental roles, there remains a paucity of information regarding downstream HOX-dependent regulatory networks. Defining HOX transcriptional targets *in vivo* and how HOX proteins achieve specificity is challenging, due in part to functional redundancy among *Hox* genes as well as their pleiotropy, overlapping expression domains, and similar DNA sequence recognition by HOX proteins. Whole genome transcriptomic, chromatin accessibility and chromatin interaction studies have shed light on HOX activities and targets in various cellular contexts^7–10^. An emerging view is that the tissue-dependence of *Hox* activity, which is apparent in phenotypic outcomes, results from regulation of cell-dependent target genes and genetic networks^11–13^. However, few studies have explicitly compared a *Hox* mutant’s transcriptional effect across different tissue types.

*Hoxa5* is a perfect paradigm for addressing the mechanistic basis of HOX protein cell-specificity due to its well characterized, non-redundant roles across a spectrum of tissues from the respiratory, musculoskeletal, digestive, reproductive, and nervous systems^14^. Indeed, *Hoxa5* is unusual among *Hox* genes because it is required for viability: most *Hoxa5* mutants die at birth from respiratory failure, and surviving mutants have respiratory deficiencies^15,16^. *Hoxa5* is required for proper diaphragm innervation and musculature, lung and trachea patterning and cell type specification, and post-natal alveolar development and function^17–21^. The extensive scope and the severity of these phenotypes establish the functional predominance of *Hoxa5* in respiratory tract morphogenesis. In the musculoskeletal system, *Hoxa5* mutants present homeotic transformations in the cervico–thoracic region of the vertebral column, patterning defects in the pectoral girdle and sternum, and changes in skeletal muscle and brown adipose tissue (BAT) depot size^15,22–24^. Altogether, the unusual range and severity of *Hoxa5* phenotypes relative to other single *Hox* mutants reveals a prevalent function for *Hoxa5* at this axial domain.

Although the diverse roles of *Hoxa5* in development are well established, little is known about the gene networks it regulates in any context. To examine the molecular impact of the *Hoxa5* loss of function, we performed RNA sequencing (RNA-seq) assays in selected respiratory and musculoskeletal tissues and timepoints. Overall, conserved target genes across contexts were rare. However, we observed a trend toward a broad *Hox* gene mis-regulation, suggesting that *Hox* genes may be common targets of HOXA5 across tissues. To exclude the possibility of *cis*-acting effects of the genome modifications used to disrupt *Hoxa5*, we performed a comparative analysis of *Hox* expression and epigenetic marks along the *HoxA* cluster in *Hoxa5* mutant mouse lines generated with two different targeting strategies^15,25^. The results, combined with the shared defects associated with the two *Hoxa5* mutant alleles, argue against the possibility that *cis*-acting effects contribute to *Hoxa5* mutant phenotypes and support the notion that HOXA5 protein participates in *trans* in the control of *Hox* gene expression.

## Results

### Bulk RNA-seq reveals few common HOXA5 gene targets

To explore the transcriptome-wide changes resulting from the loss of *Hoxa5* gene function across space and time, we applied bulk RNA-seq to tissues from the developing respiratory and musculoskeletal systems that present critical phenotypes in *Hoxa5* mouse mutants^21,23^. Tissue samples were collected from wild-type (wt) and *Hoxa5*^-/-^ null embryos. They included: trachea and lung, which come from the outgrowth of the foregut endoderm; diaphragm with its dual origins comprising muscle progenitors from cervical (C) somites C3 to C5 and the lateral plate-derived muscle connective tissue; interscapular BAT (iBAT), which arises at the brachial and cervical levels from the dermomyotome of somites; and somites from the C3 to the second thoracic (T2) axial domain, which contain precursors of musculoskeletal tissues, diaphragm and BAT^26–28^. Trachea, lung and diaphragm were collected at embryonic day (E) 15.5, when *Hoxa5* is highly expressed, for comparison of its roles between respiratory tissues. iBAT was sampled at E18.5, after activation of differentiation markers of brown adipocytes. To assess the transcriptomic effects of *Hoxa5* at different timepoints, two stages were analyzed for lung, E12.5 and E15.5, and somites, E10.5 and E12.5.

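The RNA-seq data comprise 57 libraries of polyA-selected RNA, each from a tissue sample of embryos kept in the 129/Sv background. Both genotypes had 4 libraries in trachea, lung, diaphragm and somites at E12.5, while somites at E10.5 had 4 wt and 3 *Hoxa5*-/- libraries and iBAT had 5 of each. The *Hoxa5*-/- embryos carry the null allele in which a neomycin cassette is inserted into the homeobox, so that reads of *Hoxa5* exons could still be counted in mutants. The 32 libraries of trachea, lung and diaphragm were sequenced at 1 centre as single-end reads of 100 bases, and the 25 libraries of somites and iBAT at another centre as paired-end reads of 150 bases. Differences between those sets of tissues therefore cannot be told apart from differences between the centres, whereas every comparison of wt with *Hoxa5*-/- libraries lies within 1 centre. The authors trimmed reads with Trim Galore 0.6.5, mapped them with STAR 2.7.9a to GRCm39 and counted them on genes with featureCounts 2.0.3. The gene annotation was Ensembl release 109 curated for *Hox* genes. The deposited tables list 56860 genes, each with its number of counted reads, without normalization, and its TPM. TPM recomputed from the counts and the counted exon lengths differed from the deposited TPM by at most 2.9e-11. Reads are already assigned to genes in these tables, so trimming, mapping and the strand setting of the counting, which the paper's text does not name, could not be varied.
The total number of counts per library lay between 18369905 and 72991481. In trachea, it ran from 23097464 to 39742853 with a median of 28206929 in wt and from 24440477 to 31879169 with a median of 28680506 in *Hoxa5*-/- libraries. For lung at E12.5, it was from 27355758 to 36246437 with a median of 31426116 in wt and from 20552280 to 72991481 with a median of 26204872 in *Hoxa5*-/- libraries, where replicate 3 holds the highest total of the study. For lung at E15.5, totals were from 29702712 to 45528006 with a median of 36089952 in wt and from 20692978 to 53939635 with a median of 39258798 in *Hoxa5*-/- libraries. Diaphragm libraries held from 23163454 to 36992191 with a median of 29697499 in wt and from 34450698 to 49532488 with a median of 40259616 in *Hoxa5*-/- libraries. In somites, totals were from 23364458 to 27352682 with a median of 26667568 in wt and from 26396434 to 26947284 with a median of 26454390 in *Hoxa5*-/- libraries at E10.5, and from 26553963 to 28234711 with a median of 27700559 in wt and from 25211612 to 26832454 with a median of 25804686 in *Hoxa5*-/- libraries at E12.5. The iBAT libraries held from 18369905 to 21282501 with a median of 20033091 in wt and from 19421846 to 22475232 with a median of 21829676 in *Hoxa5*-/- libraries. The paper's supplementary table gives between 80.82% and 93.52% of reads as mapped and between 54.8% and 79.4% of alignments as successfully assigned.
Genotypes were compared within each of the 7 contexts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization. Genes with a mean TPM under 1 in both genotypes of a context were left out, as in the paper. A gene was called when its adjusted p was under 0.05 and its fold change at least 1.5, the limits of the paper, and log2 fold changes are given as *Hoxa5*-/- over wt. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The calls were tried on counts simulated with the means and dispersions of each context. Of 50 genes changed 2-fold in a context, edgeR called between 21 (trachea) and 44 (iBAT) and DESeq2 between 31 (trachea and lung at E15.5) and 44 (diaphragm), and of 50 changed 4-fold between 36 and 50 and between 40 and 48. Of the unchanged simulated genes of a context, edgeR called between 5 and 10 in error and DESeq2 between 10 (iBAT) and 42 (trachea).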

All expressed genes were used to perform hierarchical clustering of samples. 

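Clustering used the mean TPM of the 14 groups, which are 7 contexts in 2 genotypes, over the 23490 genes with a mean TPM of at least 1 in at least 1 group. Each gene was expressed as the z-score of log2(mean TPM + 1), and groups were joined by Euclidean distance with complete linkage. All 14 groups were nearest to the other genotype of their own tissue and stage. The distance between wt and *Hoxa5*-/- groups ranged from 52.1 in iBAT to 89.3 in somites at E10.5, whereas the closest groups of different contexts joined at 127. Each group is a mean without replicate error, and no test was applied to the distances. With 500 genes of highest variance, average linkage, a correlation distance or log2(TPM + 0.1), the wt and *Hoxa5*-/- groups of all 7 contexts again joined each other first.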

Heatmap analysis showed clustering of specimens according to tissue rather than genotype (Fig. 1a). Clustering patterns largely followed developmental relationship of tissues: trachea and lung specimens were grouped together, while diaphragm and somites at E10.5 clustered jointly. 

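In the tree of group means, lung at E12.5 and at E15.5 joined at a distance of 127.1, and trachea joined both at 177.6. Diaphragm joined somites at E12.5 at 169.3. These branches joined each other at 192.1, and somites at E10.5 were added at 245.1. Diaphragm did not form a branch with somites at E10.5 under any of the 4 other settings. Under a correlation distance trachea no longer formed a branch with both lung stages, and somites of both stages joined each other, as they did with the 500 genes of highest variance.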

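The mean Euclidean distance from the groups of a context to those of the other contexts was 308 for iBAT at E18.5, 223 for somites at E10.5, 207 for trachea, 202 for diaphragm, 193 for somites at E12.5 and 188.5 and 186.8 for lung at E15.5 and E12.5. The iBAT groups joined the tree last, at a distance of 332.1, and did so in every setting except the correlation distance.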

Somites at E12.5 followed by iBAT at E18.5 presented the most differences with the other tissues. This distribution was also observed following Principal Component Analysis (PCA; Fig. 1b)^29^. 

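A principal component analysis of log2(TPM + 1) in the 57 libraries, centred and not scaled, covered the same genes as the tree. PC1 held 47.5% of the variance and PC2 held 16.2%. On PC1 the 10 iBAT libraries lay between 189.9 and 208.8 (mean 201.9), while the means of the other 6 contexts lay between -67.7 and -19.1. On PC2 the context means were 120.3 for somites at E10.5, 42.0 for somites at E12.5, 5.02 for lung at E12.5, -9.36 for iBAT, -36.4 for diaphragm, -43.4 for lung at E15.5 and -60.7 for trachea. Differences between contexts made up 99.5% of the variance along PC1 and 98.5% along PC2. Differences between genotypes within contexts made up 0.0345% and 0.298%. The sequencing centre, which is tied to the tissue, separated 33.0% of the variance along PC1 and 48.1% along PC2, so that its part cannot be told apart from that of the tissues. Somites came from the same centre as iBAT, yet their PC1 means were -26.0 at E10.5 and -37.5 at E12.5. Both lie within the range of the other centre's tissues, from -67.7 in trachea to -19.1 in diaphragm. This argues against the centre as the source of the separation of iBAT on PC1, while a smaller part stays open. With the 500 genes of highest variance, PC1 and PC2 held 40.9% and 25.7% of the variance and the centre separated 53.5% and 2.703% along them. With log2(TPM + 0.1) they held 40.8% and 15.9%, and the centre separated 33.7% and 54.1%.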

Differences between iBAT and the other tissues were captured by PC1, likely reflecting the effect of developmental time and differentiation status of iBAT, while PC2 captured the origin of the tissues. 

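The genes called per context, out of those tested, were 3 of 19220 in trachea, 14 of 17548 in lung at E12.5, 22 of 17777 in lung at E15.5 and 107 of 18019 in diaphragm. In somites, 4 of 18573 genes were called at E10.5 and 1 of 18906 at E12.5, and in iBAT 1 of 15212. Most of the called genes of lung at E15.5 (18) and diaphragm (88) were lower in mutants, while in lung at E12.5 the number lower in mutants was 7. DESeq2's Wald test on the same genes called 52, 81, 83, 406, 18, 2 and 4 genes in the same order, among them every gene called by edgeR. The replicate number as a block gave 1, 4, 104, 358, 0, 2 and 2 genes in the same order. With 1 fit for all libraries of the table, the counts were 39, 19, 35, 338, 26, 2 and 3. Single libraries also moved the counts. In trachea, 1 gene was called without wt replicate 1 or wt replicate 3, and 0 without any other library. Lung at E12.5 had 9, 9, 8 and 7 genes without wt replicates 1 to 4 and 5, 8 and 6 without *Hoxa5*-/- replicates 2 to 4. Lung at E15.5 had 7, 5 and 14 genes without wt replicates 1, 2 and 4 and 6, 5, 37 and 9 without *Hoxa5*-/- replicates 1 to 4. Diaphragm had 30, 40, 134 and 139 genes without wt replicates 1 to 4 and 30, 32, 52 and 64 without *Hoxa5*-/- replicates 1 to 4. Somites at E10.5 had 386 genes without wt replicate 3, 9 without *Hoxa5*-/- replicate 3 and 1 without wt replicate 1, 2 or 4 or *Hoxa5*-/- replicate 2, and somites at E12.5 had 2 without wt replicate 3.
Apart from *Hoxa5* and *Gm19248*, the genes with the largest rise and fall whose wt and mutant libraries did not overlap were *Susd5* and *Tlr2* in lung at E12.5, with log2 fold changes of 1.40 (SE 0.20) and -1.55 (SE 0.22) and an adjusted p of 0.0377 for both. *Tlr2* lies on chromosome 3, as did 5 of the 14 genes called there. Lung at E15.5 had *Col8a2*, with a log2 fold change of 0.76 (SE 0.11) and an adjusted p of 0.0463, and *Glp1r* and *Gsg1*, which fell by 5.38 (SE 0.69, adjusted p = 0.0275) and by 3.60 (SE 0.39, adjusted p = 0.0109) on the log2 scale. In diaphragm, *Padi2* rose by 2.66 (SE 0.20, adjusted p = 0.00216), while *Esrp1* and *Foxf2* fell by 5.98 (SE 1.04, adjusted p = 0.0459) and by 5.17 (SE 0.77, adjusted p = 0.0263). *Esrp1* counts in wt diaphragms ranged from 12 to 373 between libraries. Wt diaphragms also held more *Actg2* than mutants, at 82.3 to 332 against 3.7 to 13.6 TPM, a gene named after its values were seen. Tissue attached to wt diaphragms was not excluded as a source of the falls of *Esrp1* and *Foxf2*. In somites at E10.5, *Tmem254* and *Duxbl1*, which lie near each other on chromosome 14, rose by 1.35 (SE 0.11, adjusted p = 0.00184) and 0.92 (SE 0.10, adjusted p = 0.0319), and the pseudogene *Gm6969* fell by 1.22 (SE 0.15, adjusted p = 0.0383). Of the genes named here, *Padi2* and *Tmem254* were called whichever library was left out, while *Susd5* was called in none of the 8 fits without a library, *Tlr2*, *Col8a2* and *Esrp1* in 1 of 8, *Foxf2* in 2, *Glp1r* in 3, *Gsg1* in 5, *Duxbl1* in 2 of 7 and *Gm6969* in 1 of 7.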

Comparison of differentially expressed genes (DEG) that exhibited at least a 1.5-fold difference in expression between controls and mutants with a padj < 0.05 indicated that shared changes in gene expression were not frequent in tissues presenting phenotypes in *Hoxa5* mutants (Fig. 1c). 

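*Hoxa5* (ENSMUSG00000038253.7) lies on chromosome 6 of GRCm39 from 52178734 to 52181567 on the minus strand, and its counted exons span 1877 bases. In CPM, counts scaled to the normalized library size (mean ± SD), it was at 46.8 ± 6.58 in wt and 14.3 ± 3.31 in *Hoxa5*-/- trachea, a log2 fold change of -1.71 (SE 0.18) with an adjusted p of 0.0475. Lung went from 138 ± 12.1 to 36.0 ± 4.31 CPM at E12.5 and from 77.9 ± 6.22 to 21.7 ± 1.21 at E15.5, log2 fold changes of -1.94 (SE 0.09) and -1.85 (SE 0.07) with adjusted p of 7.15e-06 and 1.16e-05. In diaphragm, CPM went from 37.1 ± 7.26 to 10.4 ± 2.78, a log2 fold change of -1.84 (SE 0.21) with an adjusted p of 0.00854. Somites had 100.0 ± 13.7 CPM in wt and 52.8 ± 5.89 in mutants at E10.5, and 51.6 ± 4.57 and 17.0 ± 3.29 at E12.5, with log2 fold changes of -0.92 (SE 0.12) and -1.60 (SE 0.12) and adjusted p of 0.046 and 0.000562. In iBAT, 35.6 ± 1.41 CPM stood against 9.27 ± 2.08, a log2 fold change of -1.94 (SE 0.12) with an adjusted p of 2.6e-06. The adjusted p come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in every context all wt libraries lay above all mutant libraries. Leaving out any 1 library kept *Hoxa5* past the threshold in both lung stages, diaphragm, somites at E12.5 and iBAT. In trachea it was past the threshold in none of the 8 such fits, with log2 fold changes from -1.85 to -1.57, and in somites at E10.5 in 1 of 7, the fit without wt replicate 3. *Hoxa5* was the only gene in all 7 called lists, out of 12888 genes tested in all contexts. No gene was in all 7 lists when at least 10 counts replaced the TPM minimum, with the replicate number as a block, with *Xist* as a covariate, or without any 1 of 14 libraries, which are the 8 of trachea and, of somites at E10.5, all but wt replicate 3.

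**Figure D1:**
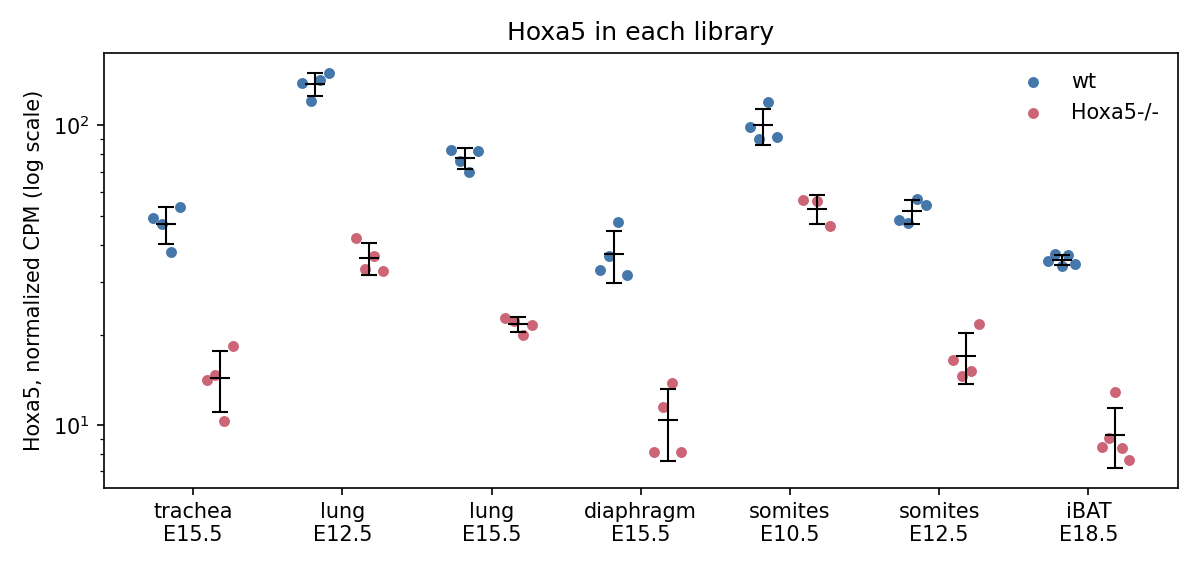
Normalized CPM of *Hoxa5* in each library of the 7 contexts by genotype, with the mean and SD of each group. Mutant libraries lie below the wt libraries of their context, with means from 9.27 CPM in iBAT to 52.8 CPM in somites at E10.5.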

The sole gene common to all tissues was *Hoxa5*, which validated the experiment. 

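Trachea, lung and diaphragm at E15.5 had 16113 tested genes in common, and 2 genes, *Hoxa5* and *Gm19248*, were in all 3 called lists, where independent lists of these sizes would share 2.72e-05. With DESeq2, *Ptprb* was the third. *Gm19248* (ENSMUSG00000110416.2) is a processed pseudogene of 110 bases on chromosome 7 of GRCm39, from 46616996 to 46617105. Its log2 fold change was 7.89 (SE 0.73) in trachea, 9.08 (SE 0.39) in lung at E15.5 and 8.26 (SE 0.29) in diaphragm, with adjusted p of 0.0475, 1.16e-05 and 1.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 16 *Hoxa5*-/- libraries of trachea, diaphragm and both lung stages held between 359 and 3178 counts and the wt libraries between 0 and 7. In trachea the gene stayed past the threshold in 1 of 8 fits that left out a library, against 8 of 8 in lung and diaphragm. The 25 libraries of somites and iBAT held between 0 and 10 counts in either genotype. Its parent gene *Tmsb10*, on chromosome 6 from 72934330 to 72935731, held between 5780 and 38361 counts in the same mutant libraries, and *Gm19248* counts amounted to 7.65% ± 3.12 (SD, n = 16) of them. Log2 counts of *Gm19248* relative to *Tmsb10* varied less between those libraries (SD 0.57) than log2 CPM of *Gm19248* (SD 0.70).
*Ptprb* (ENSMUSG00000020154.11), on chromosome 10 from 116111428 to 116225440, had log2 fold changes of -0.67 (SE 0.07) in trachea, -0.86 (SE 0.13) in lung at E15.5 and -0.60 (SE 0.13) in diaphragm. The adjusted p were 0.0475, 0.0644 and 0.1 by edgeR and 8.58e-14, 1.06e-06 and 0.00234 by DESeq2. In trachea *Ptprb* was called by edgeR in none of the 8 fits without a library. The 9 other tested markers of blood and lymphatic endothelium in lung at E15.5 had a median log2 fold change of -0.28.

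**Figure D2:**
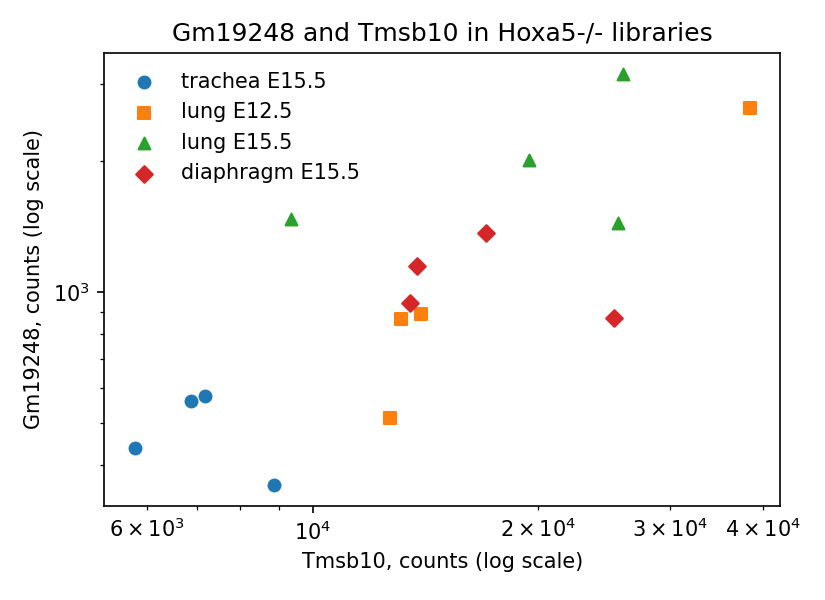
Counts of *Gm19248* and *Tmsb10* on log axes in the 16 *Hoxa5*-/- libraries of trachea, lung and diaphragm, marked by context. They lie at 359 to 3178 counts of *Gm19248*, and wt libraries are not drawn.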

Two more genes were found as common targets for the tissues of the respiratory system at E15.5, *Gm19248*, a thymosin beta 10 pseudogene, and *Ptprb*, which encodes the protein tyrosine phosphatase receptor type B (Fig. 1d). 

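Of 16592 genes tested at both lung stages, *Hoxa5* and *Gm19248* were called at both, against 0.0186 shared genes for independent lists of these sizes. DESeq2 shared 8 genes, which are these and *Casz1*, *Csf3r*, *Lyve1*, *Shisa6*, *St6galnac5* and *Stab2*. All 6 changed in the same direction at both stages. *Lyve1* fell from 30.3 to 12.3 TPM at E12.5 (adjusted p = 0.141) and by 1.79 on the log2 scale at E15.5 (adjusted p = 0.0088), and *Stab2* by 0.74 (adjusted p = 0.261) and 1.57 (adjusted p = 0.0126). *Casz1* fell by 0.65 at either stage (adjusted p = 0.189 and 0.0355), and *St6galnac5* fell by 0.95 and 1.20 (adjusted p = 0.328 and 0.207). *Csf3r* rose by 0.80 and 0.61 (adjusted p = 0.122 and 0.152) and *Shisa6* by 0.85 and 1.12 (adjusted p = 0.325 and 0.442). *Lyve1* and *Stab2* belong to the markers of lymphatic endothelium, and the remaining tested endothelial markers had smaller changes, 8 of 9 of them downward at E15.5.
A difference in the genotype effect between the stages was tested as an interaction over 18733 genes, and 5 genes passed, with 16 by DESeq2. The effect at E15.5 minus that at E12.5, on the log2 scale, was -1.13 for *Col9a3* (adjusted p = 0.0189), -0.93 for *Col9a1* (0.0208), 1.03 for *Rnf152* (0.0208), 1.18 for *Slitrk6* (0.0231) and -1.02 for *Negr1* (0.0462). These genes were named after their values were seen, and *Negr1* is 1 of the 5 genes on chromosome 3 called at E12.5. Leaving out 1 library, an alternative chosen after seeing the data, gave 0 genes without wt replicate 3, *Hoxa5*-/- replicate 3 or *Hoxa5*-/- replicate 4 of E12.5, or without wt replicate 1, wt replicate 2 or *Hoxa5*-/- replicate 2 of E15.5. It gave 1 gene without wt replicate 1 of E12.5 and 3, 2 and 7 without wt replicate 4, *Hoxa5*-/- replicate 4 and *Hoxa5*-/- replicate 3 of E15.5.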

The transcriptional impact of the *Hoxa5* mutation differed in lung from different ages with only eight genes in common. Finally, *Hoxa5* was the single gene shared by the tissues having somitic origin. 

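The called lists of somites at E10.5 and E12.5, diaphragm and iBAT had *Hoxa5* in common by edgeR and by DESeq2. This count was 0 with the replicate number as a block, with *Xist* as a covariate, and without any 1 of 6 of the 7 libraries of somites at E10.5, all but wt replicate 3. Between the somite stages, the genotype effect differed for 3 of 20419 genes in a test of the interaction (15 by DESeq2). Without 1 library of E10.5, an alternative chosen after seeing the data, 522 genes passed that test without wt replicate 3, 16 without *Hoxa5*-/- replicate 3 and 7 without *Hoxa5*-/- replicate 1.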

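Differences in the genotype effect between the E15.5 tissues were tested over 20756 genes. Trachea and diaphragm differed in 185 genes and lung and diaphragm in 187, with 343 and 325 by DESeq2. No gene differed between trachea and lung by edgeR, where 1096 had an unadjusted p under 0.05, while DESeq2 called 43. This test takes all libraries as independent, although libraries of trachea and lung with equal replicate numbers resembled each other more than in any other matching (891 genes with r over 0.9, next 773). Leaving out 1 library, an alternative chosen after seeing the data, gave 16 genes between trachea and lung without trachea *Hoxa5*-/- replicate 3, 4 without lung wt replicate 4, 2 without lung wt replicate 3 and 1 without trachea *Hoxa5*-/- replicate 2 or lung wt replicate 2. Between trachea and diaphragm the count was 283 without diaphragm wt replicate 4 and 117 without diaphragm *Hoxa5*-/- replicate 2. Tissues sequenced at different centres were not tested against each other.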

Altogether, RNA-seq data support the notion that HOXA5 exerts its functions via the regulation of context-specific effectors. A more detailed analysis of the data will be presented elsewhere.

**Fig. 1:**
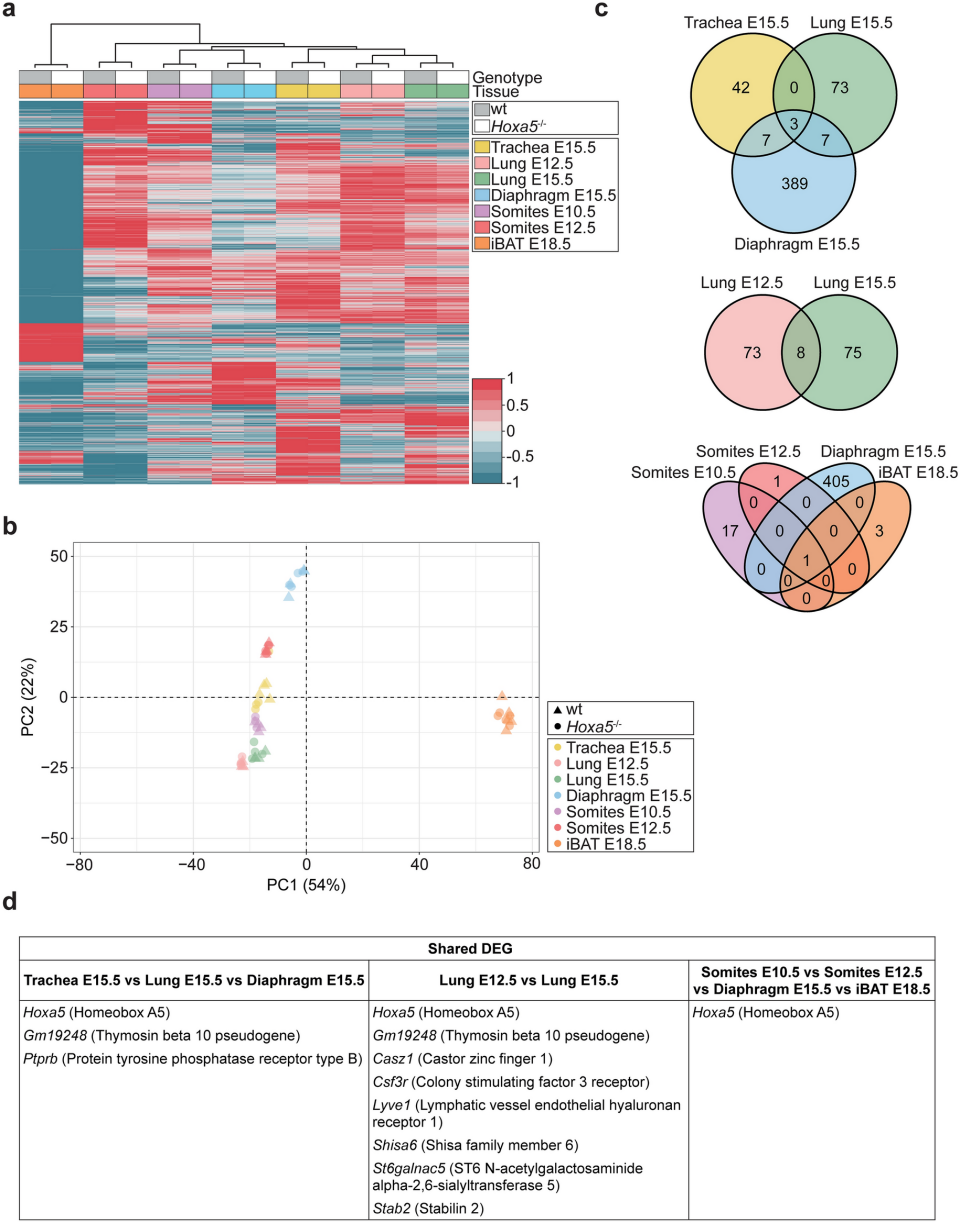
Overview of differential gene expression in *Hoxa5*^-/-^ mutant tissues. (**a**) Heatmap and hierarchical clustering based on comparison of gene expression in wt (grey) and *Hoxa5*^-/-^ (white) samples across the seven biological conditions tested represented by specific color: trachea at E15.5 (yellow), lung at E12.5 (pink), lung at E15.5 (green), diaphragm at E15.5 (blue), somites at E10.5 (purple), somites at E12.5 (red) and iBAT at E18.5 (orange). Data are represented in z-score of the Log_2_ of the mean of TPM + 1. Genes with a mean of TPM < 1 in all conditions and genotypes were excluded from the analyses. (**b**) Principal Component Analysis (PCA) of wt (triangle) and *Hoxa5*^-/-^ (circle) specimens for trachea at E15.5 (yellow), lung at E12.5 (pink), lung at E15.5 (green), diaphragm at E15.5 (blue), somites at E10.5 (purple), somites at E12.5 (red) and iBAT at E18.5 (orange). (**c**) Venn diagrams comparing differentially expressed genes (DEG) in different tissue contexts. Differential expression analysis was performed with DESeq2 with an *alpha* parameter of 0.05. Statistically significant differential expression was defined as FC ≥ 1.5 and padj < 0.05 between wt and *Hoxa5*^-/-^ conditions. (**d**) Lists of the shared DEG depicted in C.

### *Hox* gene expression in embryonic tissues

It was reported that cross- and auto-regulation participate in the control of intricate and coordinated *Hox* expression, suggesting that *Hox* expression patterns are interdependent^30–35^. To further explore the transcriptomic outputs of *Hoxa5* in different contexts, we thus surveyed the RNA-seq data for changes in global *Hox* gene expression. Such an approach can reveal differences even when individual genes do not reach the threshold cutoff applied above. Interestingly, we observed changes in expression levels of other *Hox* genes across tissues.

To provide context for these results, we first assessed *Hox* transcript levels in wt tissues (Fig. 2). 

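Transcript levels in wt tissue are the deposited TPM, given as mean ± SD over 4 wt libraries (5 in iBAT), and a gene is counted as expressed at a mean of at least 1 TPM, the limit the paper applies in its comparisons. In trachea, *HoxA* genes made up 74.2% ± 0.979 of the summed TPM of the 39 *Hox* genes and *HoxB* genes 19.9% ± 1.22. In lung the *HoxA* share was 41.6% ± 0.822 at E12.5 and 51.9% ± 3.50 at E15.5, and the *HoxB* share 54.4% ± 1.33 and 47.4% ± 3.53. Trachea expressed 15 of the 39 genes, lung 18 at E12.5 and 15 at E15.5. Setting the limit at 0.5 TPM gave 20, 21 and 18 genes, and at 5 TPM 10, 16 and 13.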

In trachea and lung, transcripts from the 3’ half of *HoxA* and *HoxB* clusters were the most abundantly expressed (Fig. 2a-d). 

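In wt trachea, *Hoxa3* was at 106 ± 11.6 TPM, *Hoxa5* at 95.6 ± 14.1, *Hoxa4* at 49.6 ± 12.0 and *Hoxa2* at 42.0 ± 5.69. *Hoxa6* was at 0.958 ± 0.410 TPM, with between 3 and 11 counts per library, and *Hoxa7*, *Hoxa9*, *Hoxa10*, *Hoxa11* and *Hoxa13* at no more than 0.279. In wt lung at E12.5, *Hoxa5* was highest at 275 ± 30.3 TPM, followed by *Hoxa4* at 88.7 ± 7.61, *Hoxa3* at 74.6 ± 6.23, *Hoxa2* at 43.1 ± 1.36, *Hoxa6* at 22.9 ± 7.21 and *Hoxa7* at 3.24 ± 1.18. At E15.5 these 6 genes passed 1 TPM too. *Hoxa13* was at 0.784 ± 0.418 TPM in lung at E12.5.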

In trachea, *Hoxa1* to *Hoxa5* expression predominated (Fig. 2b), while in lung, a larger portion of *HoxA* cluster, from *Hoxa1* to *Hoxa7,* was expressed (Fig. 2c, d). Similarly, *Hoxb2* to *Hoxb6* were transcribed in trachea while expression from *Hoxb1* to *Hoxb8* was detected in lung. 

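The *HoxB* genes of wt trachea were led by *Hoxb4* at 33.6 ± 5.37 TPM and *Hoxb3* at 20.6 ± 3.06, with *Hoxb5* at 12.9 ± 5.12, *Hoxb2* at 8.73 ± 1.90, *Hoxb6* at 2.08 ± 0.821 and *Hoxb7* at 1.18 ± 0.491. In wt lung at E12.5, *Hoxb5* was at 258 ± 26.9 TPM, *Hoxb6* at 170.3 ± 13.9 and *Hoxb4* at 129.7 ± 8.68, and *Hoxb1*, *Hoxb2*, *Hoxb3*, *Hoxb7* and *Hoxb8* were between 13.9 and 54.4. At E15.5, *Hoxb5* was at 114 ± 29.0, *Hoxb4* at 44.2 ± 7.16 and *Hoxb6* at 36.4 ± 9.66, and *Hoxb2*, *Hoxb3*, *Hoxb7* and *Hoxb8* were between 10.8 and 26.4, while *Hoxb1* was at 0.0411 ± 0.0283.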

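*HoxC* genes held 3.47% ± 0.949 of the *Hox* TPM in wt trachea, 3.58% ± 1.13 in lung at E12.5 and 0.4661% at E15.5. *Hoxc4* was at 12.0 ± 3.48 TPM in trachea, 32.1 ± 9.97 in lung at E12.5 and 2.09 ± 0.334 at E15.5. *Hoxc5* was at 1.43 ± 1.11, 12.3 ± 3.59 and 0.356 ± 0.0935 TPM in the same order. Every other *HoxC* gene was at 0.836 TPM or less, the level of *Hoxc6* in lung at E12.5.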

*HoxC* expression, primarily *Hoxc4* and *Hoxc5,* was observed at much weaker levels in trachea and lung. Likewise, few *HoxD* genes were faintly expressed in the developing trachea (*Hoxd8*-*Hoxd9*) and lung (*Hoxd13*). 

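In wt trachea *Hoxd8* was at 4.13 ± 0.907 TPM and *Hoxd9* at 3.06 ± 0.500, and the next *HoxD* gene, *Hoxd3*, at 0.875 ± 0.467. In wt lung at E12.5, *Hoxd13* was at 3.33 ± 0.628 TPM and *Hoxd8* at 0.732 ± 0.252. At E15.5 *Hoxd13* was at 0.0713 ± 0.0907, and *Hoxd8*, at 0.821 ± 0.474, was the highest of the cluster.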

While there was some variation in relative transcript abundance across timepoints, the same set of *Hox* transcripts was detected in lung at E12.5 and E15.5 (Fig. 2c, d).

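The 15 *Hox* genes at 1 TPM or more in wt lung at E15.5 were all among the 18 at E12.5. The other 3 of E12.5 were *Hoxb1*, *Hoxc5* and *Hoxd13*. Across the 39 genes, which are not independent replicates, Pearson's r between log2(mean TPM + 1) at the stages was 0.926.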

**Fig. 2:**
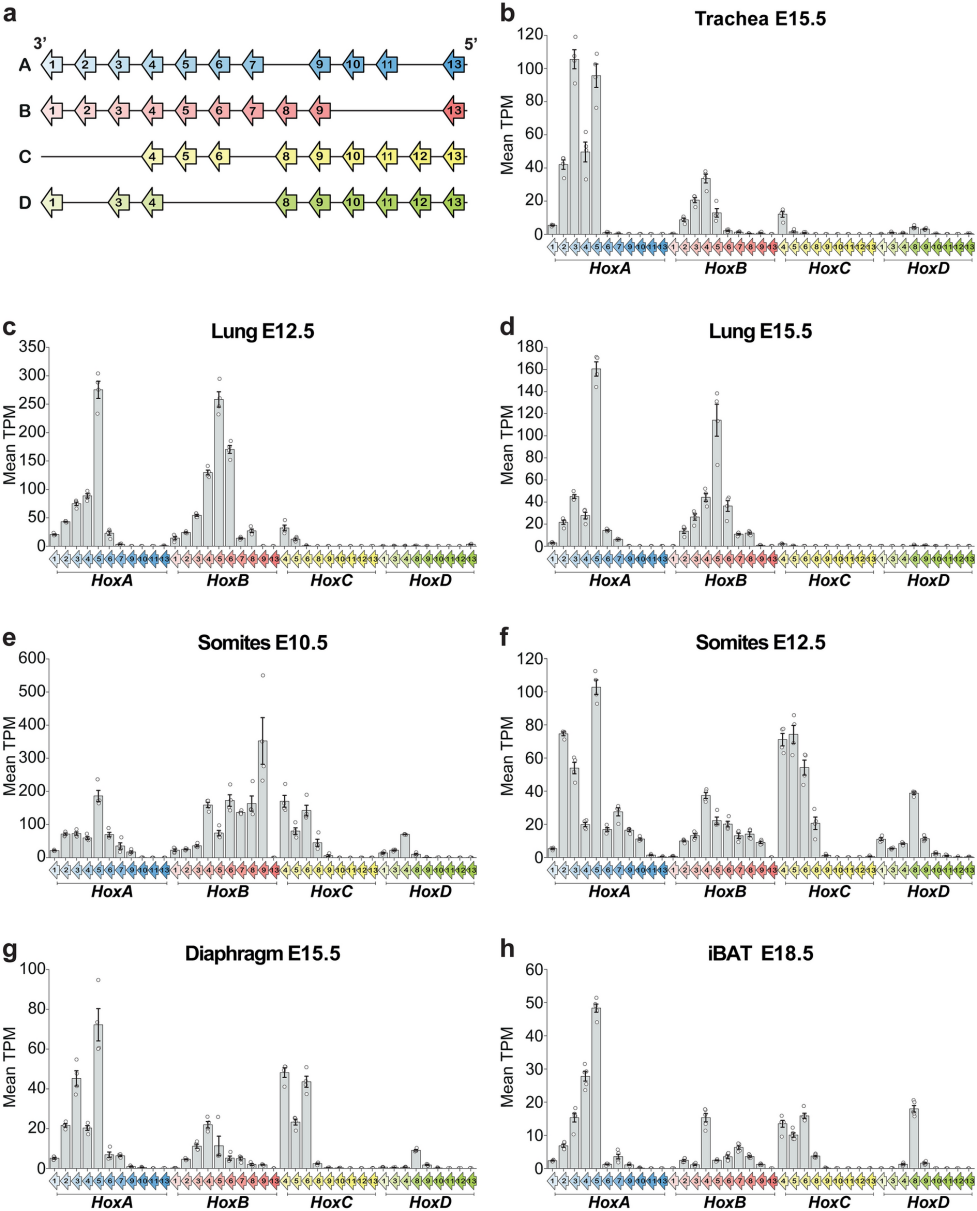
*Hox* gene expression in different tissues during mouse development. (**a**) Schematic representation of the 39 *Hox* genes along the four *Hox* clusters. Arrows represent each *Hox* gene and show the 5ʹ–3ʹ direction of transcription. (**b**–**h**) Mean TPM (transcripts per million) for the 39 *Hox* genes in the indicated tissues and stages in wt embryos. Means were obtained from tissues of four wt embryos for the respiratory system tissues and somites (**b**–**g**) and five wt embryos for iBAT (**h**). Individual data, mean and standard error of the mean (sem) are indicated.

A much broader group of *Hox* transcripts was detected in C3-T2 somites (Fig. 2e, f). This region corresponds to the most-anterior domain of *Hoxa5* expression where the homeotic transformations are observed in mutants^15^. 

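Wt somites expressed 27 of the 39 *Hox* genes at E10.5 and 29 at E12.5, with 27 and 32 at a limit of 0.5 TPM and 26 at both stages at 5 TPM. The shares of *Hox* TPM at E10.5 were 24.0% ± 1.14 for *HoxA*, 50.9% ± 0.802 for *HoxB*, 19.7% ± 1.15 for *HoxC* and 5.42% ± 0.670 for *HoxD*. At E12.5 they were 42.9% ± 1.18, 18.1% ± 1.08, 28.7% ± 2.23 and 10.3%. *Hoxb9* at E10.5, with 352 ± 141 TPM, was the most abundant *Hox* transcript of any context.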

In all four *Hox* clusters, the set of genes expressed in somites largely corresponded to previously published expression borders^36,37^. However, several genes whose somitic boundaries lie posterior to T2 were also detected, albeit at low levels. At E10.5 and E12.5, *Hoxa1* to *Hoxa11*, *Hoxb1* to *Hoxb9, Hoxc4* to *Hoxc9* and *Hoxd1* to *Hoxd10* were expressed. 

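All of *Hoxa2* to *Hoxa9*, *Hoxb2* to *Hoxb9*, *Hoxc4* to *Hoxc9*, *Hoxd1*, *Hoxd3*, *Hoxd4*, *Hoxd8* and *Hoxd9* were at 1 TPM or more in wt somites at both stages. *Hoxb1* was at 22.3 ± 7.73 TPM at E10.5 and 0.648 ± 0.207 at E12.5. *Hoxa10* went the other way, from 0.256 ± 0.125 to 11.1 ± 1.25 TPM, as did *Hoxa11* from 0.0572 ± 0.0486 to 1.40 ± 0.468 and *Hoxd10* from 0.336 ± 0.445 to 2.42 ± 0.715. Low levels within the expressed set included *Hoxc9* at 1.20 ± 0.701 TPM at E12.5 and *Hoxd9* at 1.08 ± 1.04 TPM at E10.5.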

Remaining *Abd-B-*family paralog groups were silent. 

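*Hoxa13*, *Hoxb13*, *Hoxc10* to *Hoxc13* and *Hoxd11* to *Hoxd13* were at mean levels of 0.261 TPM or less in wt somites at E10.5 and 0.987 TPM or less at E12.5, in both cases the level of *Hoxd11*. *Hoxd11* had between 4 and 14 counts in the wt libraries of E12.5. The next highest at E12.5 was *Hoxc13*, at 0.653 ± 0.405 TPM.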

The detection of *Hox9* paralog transcripts may indicate a low level of expression in C3-T2 somites or may reflect expression in the forelimb field. Although the forelimbs were excised, samples likely contained some lateral plate mesoderm-derived progenitors of the forelimb girdle known to express *Hox9* paralog genes^38^. As for the lung, similarities in *Hox* gene expression were observed between somite samples at E10.5 and E12.5, suggesting that *Hox* cluster transcriptional patterns were stably maintained over time.

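Wt somites shared 26 expressed *Hox* genes between E10.5 and E12.5, with 1 gene at E10.5 alone and 3 at E12.5 alone. Pearson's r between log2(mean TPM + 1) of both stages was 0.811 across the 39 genes. The paper proposes that the patterns of *Hox* cluster transcription are kept over time.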

*Hox* expression in the diaphragm at E15.5 and iBAT at E18.5 followed a pattern related to that seen in somites (Fig. 2g, h). 

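Diaphragm at E15.5 expressed 21 *Hox* genes in wt embryos and iBAT at E18.5 expressed 23, and each set lay entirely within the genes expressed in somites at E10.5 and within those at E12.5. Pearson's r of log2(mean TPM + 1) across the 39 genes was 0.753 between diaphragm and somites at E10.5 and 0.885 at E12.5, and 0.726 and 0.854 for iBAT. *HoxA* genes held 47.9% ± 2.92 of the *Hox* TPM in diaphragm and 51.6% ± 1.67 in iBAT, and *HoxC* genes 21.0% ± 1.34 in iBAT.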

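All 21 *Hox* genes expressed in wt diaphragm were also expressed in wt iBAT, which had *Hoxa9* and *Hoxd4* in addition, at 1.09 ± 0.304 and 1.24 ± 0.367 TPM. The diaphragm levels of these were 0.852 ± 0.477 and 0.563 ± 0.196 TPM. Among anterior genes, *Hoxa2* was at 21.6 ± 1.64 TPM in diaphragm and 6.84 ± 1.04 in iBAT, *Hoxa3* at 45.2 ± 7.68 and 15.3 ± 2.98 and *Hoxb3* at 11.2 ± 2.06 and 1.11 ± 0.446. *Hoxb8* and *Hoxc8* were at 1.94 ± 0.879 and 2.35 ± 0.599 TPM in diaphragm and 3.61 ± 0.484 and 3.73 ± 0.554 in iBAT. Both tissues differ in stage and sequencing centre as well, and no test was applied between them. At a limit of 5 TPM, diaphragm expressed 15 *Hox* genes and iBAT 10.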

Roughly the same combination of *Hox* genes was expressed in these somite-derived tissues, the diaphragm showing a relatively higher abundance of the more anterior *Hox* genes consistent with its origin from the most anterior part of the sampled somite domain (C3-C5). *Hoxd8*, which is by far the most highly expressed *HoxD* cluster gene in iBAT, is also the highest *HoxD* gene expressed in somites at E12.5. This could reflect an early *Hox* gene activation in somitic BAT progenitors at this stage.

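*Hoxd8* was at 18.0 ± 2.17 TPM in wt iBAT, where the next *HoxD* genes were *Hoxd9* at 1.62 ± 0.439 and *Hoxd4*. In wt somites at E12.5, *Hoxd8* was at 38.8 ± 1.51 TPM, *Hoxd9* at 11.3 ± 1.58 and *Hoxd1* at 11.0 ± 1.70. At E10.5, *Hoxd4* led the cluster at 70.2 ± 0.974 TPM, ahead of *Hoxd3* at 22.2 ± 2.46.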

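Between wt tissues, Pearson's r of log2(mean TPM + 1) across the 39 *Hox* genes, which are not independent replicates, was 0.809 for trachea and lung at E12.5 and 0.821 for trachea and lung at E15.5. It was 0.924 for diaphragm and iBAT. Values between trachea and somites were 0.538 at E10.5 and 0.653 at E12.5, and those between lung and somites lay between 0.602 and 0.678, while trachea and diaphragm gave 0.817.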

In summary, RNA-seq data revealed a *Hox* expression pattern that varies among tissues but correlates with their embryonic origin. Further, the group of *Hox* genes expressed is largely consistent within a tissue across timepoints. 

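*Hoxa5* had the highest mean TPM of the 39 *Hox* genes in 5 of the 7 wt contexts, the exceptions being trachea, where *Hoxa3* was higher, and somites at E10.5. Its level was 160.4 ± 13.0 TPM in lung at E15.5, 72.2 ± 16.2 in diaphragm, 186 ± 33.7 in somites at E10.5, 103 ± 8.82 in somites at E12.5 and 48.3 ± 2.75 in iBAT. In somites at E10.5 it ranked 2 of 39, behind *Hoxb9*.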

Finally, in all tissues analyzed, *Hoxa5* is among the most highly expressed *Hox* genes.

### *Hoxa5* null mutation perturbs *Hox* gene expression

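*Hox* genes at a mean of 1 TPM or more in either genotype were compared one by one, 17 in trachea, 21 and 16 in lung at E12.5 and E15.5, 22 in diaphragm, 27 in somites at E10.5, 30 at E12.5, and 23 in iBAT. With adjustment over all genes tested in a context, the *Hox* genes called were 1, 2, 1, 2, 1, 1 and 1 in the same order. Adjusted over the list alone, a list fixed in advance, they were 3, 4, 2, 4, 1, 2 and 3. DESeq2, adjusting over all genes, called 3, 3, 1, 4, 1, 1 and 3. At an unadjusted p under 0.05 there were 5, 7, 4, 7, 7, 8 and 4 genes.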

A comparison of *Hox* transcript expression levels in wt versus *Hoxa5*^-/-^ null samples revealed a trend of broad mis-regulation of *Hox* expression, suggesting possible regulation by HOXA5 (Fig. 3). Except for the statistically significant decrease of *Hoxa5* expression in all tissues, the impact of the *Hoxa5* mutation was specific to each tissue and timepoint. 

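Whether the genotype effect on a *Hox* gene differed between contexts was tested as an interaction for contexts of the same sequencing centre. By edgeR, *Hoxa6* differed between trachea and diaphragm (adjusted p = 0.0167), with a log2 fold change of 2.42 in trachea and -0.09 in diaphragm. No *Hox* gene passed in the comparisons of trachea with lung, of lung with diaphragm, of the lung stages or of the somite stages. DESeq2 called *Hoxa6* in that comparison too, *Hoxa6* and *Hoxc6* between trachea and lung, and none in the other 3. Without trachea *Hoxa5*-/- replicate 3, 1 *Hox* gene passed between trachea and lung, and without lung wt replicate 4, 1 between lung and diaphragm. Without somites E10.5 wt replicate 3, edgeR called 2 *Hox* genes between the somite stages.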

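In trachea, *Hoxa6* had a log2 fold change of 2.42 (SE 0.33), from 0.958 to 5.23 ± 0.813 TPM, with an adjusted p of 0.139 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00043 over the *Hox* list alone and 6.37e-05 by DESeq2. The 4 mutant libraries held 32 to 37 counts of *Hoxa6*. *Hoxb3* changed by 0.63 (SE 0.14), and the adjusted p were 0.598, 0.0105 and 0.0141 in the same order. For both genes all mutant libraries lay above all wt libraries. *Hoxa4* had a log2 fold change of -0.60 (SE 0.24) with adjusted p of 0.736, 0.127 and 0.472, and *Hoxb6* one of 0.59 (SE 0.33) with 0.774, 0.24 and 0.83. Their wt and mutant libraries overlapped. No *Hox* gene of trachea was called by edgeR once any 1 library was left out, *Hoxa5* included, and between 772 and 2688 genes had an unadjusted p under 0.05 in those 8 fits.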

In trachea, genes from the *HoxA* and *HoxB* clusters, *Hoxa4*, *Hoxa5*, *Hoxa6*, *Hoxb3* and *Hoxb6*, presented at least a 1.5-fold expression change but the difference was significant only for *Hoxa5*, *Hoxa6* and *Hoxb3* (Fig. 3a). 

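In lung at E12.5, *Hox* genes lower in mutants by at least 1.5-fold included *Hoxa4* with a log2 fold change of -0.61 (SE 0.09), *Hoxa6* with -0.77 (SE 0.23) and *Hoxb1* with -0.59 (SE 0.30). Higher in mutants were *Hoxc5* with 0.82 (SE 0.29), *Hoxc6* with 1.14 (SE 0.52) and *Hoxd8* with 0.60 (SE 0.33). *Hoxa3* fell by 0.54 on the log2 scale (SE 0.09), short of 1.5-fold. All wt libraries lay above all mutant libraries for *Hoxa4* and *Hoxa3*. In TPM, *Hoxc5* went from 12.3 to 21.7 ± 9.95 and *Hoxd8* from 0.732 to 1.08 ± 0.369, and their wt and mutant libraries overlapped.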

In lung at E12.5, decreased expression of *Hoxa1*, *Hoxa3*, *Hoxa4*, *Hoxa5*, *Hoxa6* and *Hoxb1* was seen in *Hoxa5*^-/-^ mutants while *Hoxc5* and *Hoxd8* levels were augmented. The differences were significant for *Hoxa1*, *Hoxa3*, *Hoxa4* and *Hoxa5*. 

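Over all genes of lung at E12.5, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.104 for *Hoxa3* and 0.0503 for *Hoxa4*, and between 0.385 and 0.672 for *Hoxa6*, *Hoxb1*, *Hoxc5*, *Hoxc6* and *Hoxd8*. Adjusted over the list alone, it was 0.000424 for *Hoxa4*, 0.000862 for *Hoxa3* and 0.0279 for *Hoxa6*. DESeq2 gave 3.1e-06 for *Hoxa4* and 8.39e-05 for *Hoxa3*. *Hoxaas2*, an antisense gene whose annotation overlaps the end of *Hoxa3*, fell by 0.72 (SE 0.08, adjusted p = 0.00911), a change 1.45 combined SE away from that of *Hoxa3*.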

Three days later, changes in *Hox* lung expression were more limited with only *Hoxa5* showing a significant reduction, while *Hoxc4* and *Hoxc5* expression increased not significantly in *Hoxa5*^-/-^ mutants (Fig. 3b, c). 

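In lung at E15.5, *Hoxc5* rose from 0.356 TPM to a level over 1 TPM, a log2 fold change of 1.69 (SE 0.47) with an adjusted p of 0.432 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0458 over the *Hox* list alone and 0.132 by DESeq2. The wt libraries held 6 to 16 counts of *Hoxc5* and the mutant libraries 14 to 52. Without *Hoxa5*-/- replicate 3, *Hoxc5* was called. *Hoxc4* went from 2.09 to 3.75 ± 1.32 TPM, a log2 fold change of 0.98 (SE 0.35) with adjusted p of 0.652, 0.107 and 0.363 in the same order. *Hoxa5*-/- replicate 4 had 12.0% of its counts in *Rn18s-rs5*, which lowers its TPM of other genes. Its *Hoxa5* was at 30.8 TPM against 42.2 to 47.7 in the other mutant libraries, with normalized CPM of 21.5 against 20.0 to 22.8. No other *Hox* gene but *Hoxa5* changed 1.5-fold, and differences between the stages were not past the threshold for any *Hox* gene.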

At E10.5 and E12.5, the trends were similar in somites with only *Hoxa5* presenting a significant decrease in transcript levels. 

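In somites at E10.5, log2 fold changes of at least 1.5-fold in size were found for *Hoxa9* with -0.66 (SE 0.25), *Hoxb1* with 0.63 (SE 0.28) and *Hoxd1* with 0.59 (SE 0.19). At E12.5, *Hoxa4* changed by -0.71 (SE 0.16), *Hoxa11* by -0.59 (SE 0.29), *Hoxc8* by 0.91 (SE 0.36), *Hoxc9* by 0.66 (SE 0.43) and *Hoxd11* by 0.83 (SE 0.52). Only for *Hoxa4* at E12.5 did the wt and mutant libraries of these genes not overlap.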

Expression of *Hoxa4*, *Hoxa9* and *Hoxa11* was diminished in mutants whereas *Hoxb1*, *Hoxc8*, *Hoxc9*, *Hoxd1* and *Hoxd11* showed at least a 1.5-fold expression increase depending on the embryonic age. However, none of these changes were statistically significant (Fig. 3d, e). 

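The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.391 for *Hoxa9*, *Hoxb1* and *Hoxd1* in somites at E10.5 and 0.999 for the 5 genes of E12.5. DESeq2 gave adjusted p between 0.364 and 0.484 at E10.5 and between 0.104 and 1 at E12.5. Adjusted over the list alone, *Hoxa4* at E12.5 had a p of 0.0141 and the others between 0.126 and 0.318. Without wt replicate 3 of E10.5, *Hoxd1* was past the threshold.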

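In diaphragm, *Hoxa4* fell by 0.75 on the log2 scale (SE 0.17), from 20.3 to 12.1 ± 2.71 TPM. *Hoxd8* rose by 0.94 (SE 0.13), from 9.10 to 17.5 ± 3.10 TPM, *Hoxc8* by 1.72 (SE 0.54), from 2.35 to 7.88 ± 6.81, and *Hoxa9* by 0.78 (SE 0.59), from 0.852 to 1.48 ± 1.16. For *Hoxa4*, *Hoxc8* and *Hoxd8* the wt and mutant libraries did not overlap, and for *Hoxa9* they did. Without *Hoxa5*-/- replicate 3, the log2 fold change of *Hoxc8* was 0.93.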

In diaphragm, *Hoxa4* and *Hoxa5* were less expressed in *Hoxa5*^-/-^ mutants while *Hoxa9*, *Hoxc8* and *Hoxd8* genes were more expressed. 

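By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p in diaphragm was 0.0203 for *Hoxd8*, 0.101 for *Hoxa4*, 0.22 for *Hoxc8* and 0.622 for *Hoxa9*. Adjusted over the list alone it was 0.000645, 0.0107, 0.041 and 0.368, and by DESeq2 7.14e-08, 0.00261, 0.029 and 0.662. *Hoxd8* was called in 3 of 8 fits that left out a library, those without wt replicate 3, wt replicate 4 or *Hoxa5*-/- replicate 4. The diaphragm libraries also differed in smooth muscle transcripts, with log2 fold changes of -4.63 for *Actg2* and -4.34 for *Myh11*, genes named after their values were seen.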

All these differences were significant except for *Hoxa9* (Fig. 3f). 

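In iBAT, *Hoxa7* fell by 2.01 on the log2 scale (SE 0.36), from 3.58 ± 1.57 to 0.858 ± 0.383 TPM, and *Hoxa9* by 2.15 (SE 0.42), to 0.231 ± 0.164 TPM. Mutant libraries held 6 to 24 counts of *Hoxa7* and 1 to 14 of *Hoxa9*. Their adjusted p were 0.57 and 0.614 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.000858 and 0.00124 over the *Hox* list alone and 0.000524 and 0.0107 by DESeq2. *Hoxa6* fell by 0.88 (SE 0.34), from 1.23 ± 0.265 to 0.649 ± 0.269 TPM, with adjusted p of 1, 0.119 and 1 in the same order. Leaving out any 1 of the 10 libraries called *Hoxa5* and no other *Hox* gene by edgeR. *Hoxa7* was called with the replicate number as a block (adjusted p = 0.0184) and with the leading number of the sample names as a block (adjusted p = 0.037), and *Hoxa9* with 1 fit for all libraries of the table (adjusted p = 0.0324). *Hoxa5*-/- replicate 3 had *Xist* and Y-linked transcripts between the levels of female and male libraries.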

Finally, for iBAT, *Hoxa5*, *Hoxa6*, *Hoxa7* and *Hoxa9* genes were less expressed in mutants, and except for *Hoxa6*, these differences were significant (Fig. 3g).

**Fig. 3:**
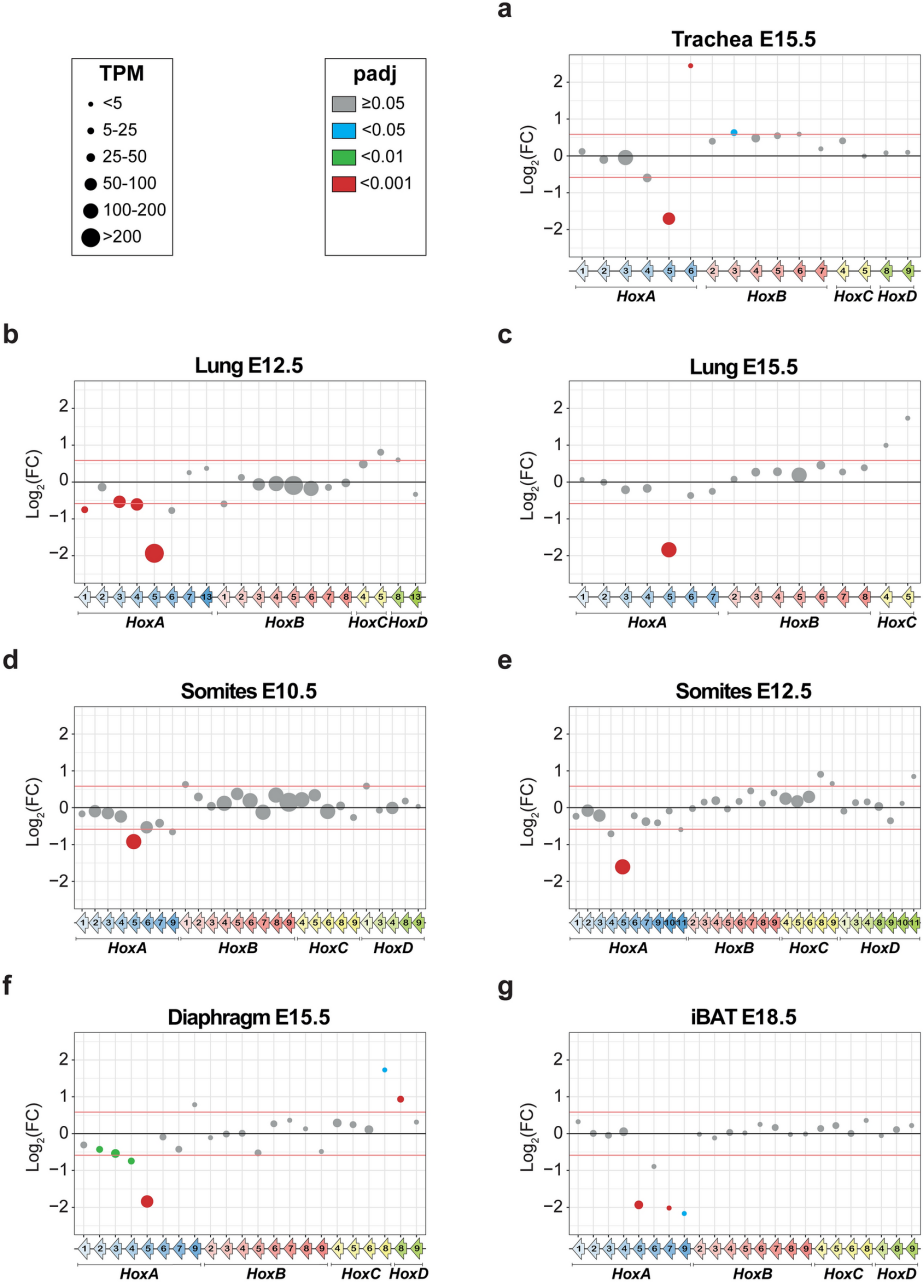
Comparative RNA-seq analysis of *Hox* gene expression between wt and *Hoxa5*^-/-^ mutant conditions. (**a**–**g**) RNA-seq data of *Hox* gene expression in the indicated tissues and embryonic stages. Only *Hox* genes with a mean of TPM ≥ 1 in at least one condition (wt or *Hoxa5*^-/-^) are shown. TPM for each *Hox* gene in wt condition are represented by dot size and padj value by dot color (grey, padj ≥ 0.05; blue, padj < 0.05; green, padj < 0.01; red, padj < 0.001). Differential expression analysis was performed with DESeq2 with an *alpha* parameter of 0.05. A cut-off of 1.5 FC and a padj < 0.05 were used to establish statistically significant differential expression between wt and *Hoxa5*^-/-^ conditions. The Log_2_ value of 1.5 FC is shown by red lines corresponding to -0.58496250 and 0.58496250.

To validate the RNA-seq results, quantitative RT-PCR (RT-qPCR) assays were performed for tissues from the respiratory system (trachea E15.5, lung E12.5 and E15.5, and diaphragm E15.5 from wt and *Hoxa5*^-/-^ embryos; Fig. 4a–d). Expression levels obtained by RNA-seq were significantly positively correlated to those determined by RT-qPCR as shown by the Pearson’s correlation coefficient (*R* = 0.71 to 0.97, *p* < 0.0005; Fig. 4e).

**Fig. 4:**
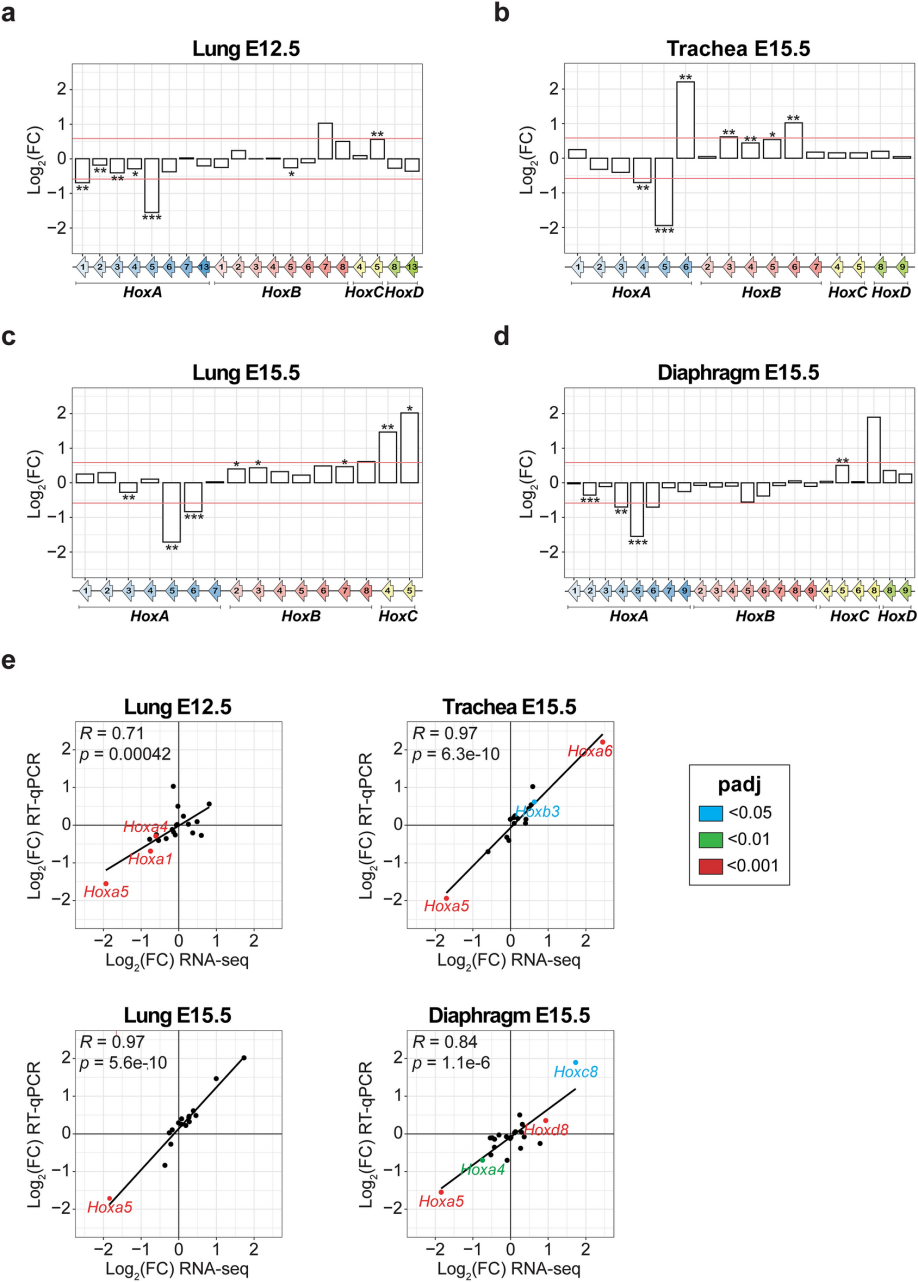
Comparative RT-qPCR analysis of *Hox* gene expression between wt and *Hoxa5*^-/-^ mutant conditions. (**a**–**d**) RT-qPCR analysis of *Hox* gene expression in the indicated tissues and embryonic stages. Five specimens were used for each genotype. Only *Hox* genes with a mean of TPM ≥ 1 in at least one condition (wt or *Hoxa5*^-/-^) and detected in RT-qPCR assays are shown. Student’s *t*-test was performed and a *p* value < 0.05 was considered statistically significant. A cut-off of 1.5 FC and *p* value < 0.05 were used to establish statistically significant differential expression. The Log_2_ value of 1.5 FC is shown by red lines corresponding to -0.58496250 and 0.58496250. *p < 0.05, **p < 0.01, ***p < 0.001. (**e**) Pearson correlation analysis between RNA-seq and RT-qPCR Log_2_(FC) of values of *Hox* gene expression for trachea, lung and diaphragm. The coefficient of correlation (*R*), the *p* value and the linear regression are indicated for each condition. Differentially expressed *Hox* genes identified by RNA-seq with a FC ≥ 1.5 and padj < 0.05 are indicated in color.

Altogether, the data indicated a common and mainly negative effect of the loss of *Hoxa5* function on the expression of *HoxA* genes in all contexts. 

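To measure a shift of the *HoxA* cluster as a whole, the mean log2 CPM over its genes at 1 TPM or more, without *Hoxa5*, was compared between genotypes with an exact two-sided permutation test. The difference, *Hoxa5*-/- minus wt, was -0.29 in lung at E12.5 (exact p = 0.0857) and -0.17 at E15.5 (exact p = 0.171). It was -0.31 in diaphragm (exact p = 0.2, and -0.56 to -0.19 without 1 library) and 0.36 in trachea (exact p = 0.0857). It was -0.31 in somites at E10.5 and -0.33 at E12.5, both with an exact p of 0.0286, the smallest these numbers of libraries allow. In iBAT it was -0.71 (exact p = 0.00794, the smallest that 5 libraries against 5 allow), but -0.09 with the median over the genes (exact p = 0.714), -0.01 with at least 5 TPM required (exact p = 0.897) and -0.39 without wt replicate 2. After Benjamini-Hochberg adjustment over the 27 tests of clusters in contexts, no shift was past 0.05, and the lowest adjusted p was 0.154, but with 4 libraries against 4 these tests could hardly pass. With the median over the genes in place of the mean, the difference was -0.75 in lung at E12.5 (exact p = 0.0286), -0.13 at E15.5 (exact p = 0.171), -0.37 in diaphragm (exact p = 0.114), -0.51 in trachea (exact p = 0.114) and -0.33 and -0.30 in somites at E10.5 and E12.5 (exact p = 0.257 and 0.0286). With at least 5 TPM required, it was -0.56 in lung at E12.5 and -0.48 in diaphragm (exact p = 0.0286 for both), -0.21 in lung at E15.5 (exact p = 0.0857), 0.36 in trachea (exact p = 0.0857) and -0.31 in somites at both stages (exact p = 0.0286). In trachea 3 of the 5 genes were lower in mutants, while *Hoxa6* rose by 2.42 on the log2 scale. At 5.23 TPM in mutants, *Hoxa6* also met the 5 TPM minimum, so that this setting does not remove it. Camera, a test of gene sets against all other genes, with its preset correlation of 0.01 gave an adjusted p of 3.5e-08 for *HoxA* in lung at E12.5 and in somites at E12.5 and 3.85e-06 in iBAT. With an estimated correlation, the calls that held were *HoxA* in lung at E12.5 (adjusted p = 0.0252) and in somites at E12.5 (adjusted p = 0.0317). From its RNA-seq and RT-qPCR data, the paper concludes that the loss of *Hoxa5* function has a common and mainly negative effect on the cluster.

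**Figure D3:**
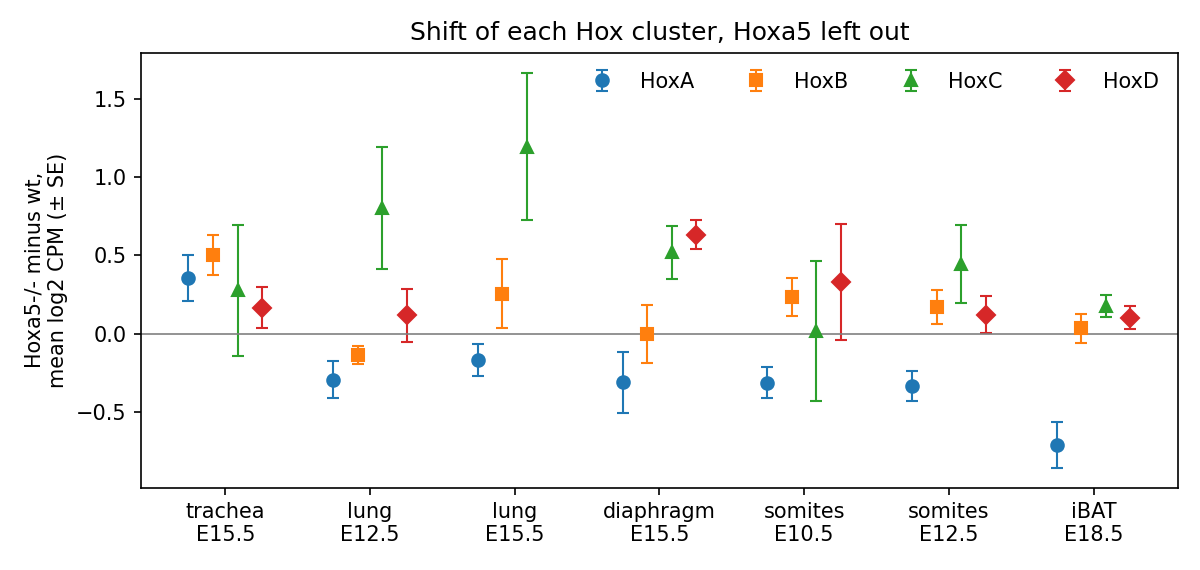
Difference between *Hoxa5*-/- and wt libraries in mean log2 CPM over the genes of each *Hox* cluster, *Hoxa5* left out, in the 7 contexts, with bars for the SE of the difference. *HoxA* runs from -0.71 in iBAT to 0.36 in trachea, and *HoxD* of lung at E15.5 has no gene at 1 TPM.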

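Genes of other clusters that rose at least 1.5-fold numbered 2 in trachea (*HoxB*), 3 in lung at E12.5 (2 *HoxC* and 1 *HoxD*), 2 in lung at E15.5 (*HoxC*), 2 in diaphragm (1 *HoxC* and 1 *HoxD*), 2 in somites at E10.5 (1 *HoxB* and 1 *HoxD*), 3 in somites at E12.5 (2 *HoxC* and 1 *HoxD*) and 0 in iBAT. Of these, edgeR called *Hoxd8* in diaphragm, and DESeq2 also called *Hoxb3* in trachea and *Hoxc8* in diaphragm. Within *HoxA*, *Hoxa6* in trachea and *Hoxa9* in diaphragm rose 1.5-fold.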

Depending on the tissue, few genes from the different clusters showed also increased expression. However, the biological impact of these higher transcript levels should be questioned due to their very low expression levels in the different tissues analyzed.

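Of the 16 cases of a *Hox* gene raised at least 1.5-fold, 8 were at 5 TPM or more in mutants and 8 were under it. Levels in mutants were 38.7 ± 21.9 TPM for *Hoxc8*, 1.89 ± 0.930 for *Hoxc9* and 1.77 ± 0.945 for *Hoxd11* in somites at E12.5, 35.4 ± 13.1 for *Hoxb1* and 21.8 ± 2.74 for *Hoxd1* in somites at E10.5, and 31.9 ± 4.85 for *Hoxb3*, 3.15 ± 0.870 for *Hoxb6* and 5.23 ± 0.813 for *Hoxa6* in trachea. In lung they were 21.7 ± 9.95 TPM for *Hoxc5*, 1.74 ± 1.01 for *Hoxc6* and 1.08 ± 0.369 for *Hoxd8* at E12.5 and 3.75 ± 1.32 for *Hoxc4* and 1.097 ± 0.545 for *Hoxc5* at E15.5. In diaphragm they were 17.5 ± 3.10 TPM for *Hoxd8*, 7.88 ± 6.81 for *Hoxc8* and 1.48 ± 1.16 for *Hoxa9*. The lung levels at E15.5 include *Hoxa5*-/- replicate 4, whose TPM are lowered by its counts of *Rn18s-rs5*.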

### Impact of *Hoxa5 *mutant alleles on the expression of *HoxA* genes

The global negative impact of the loss of *Hoxa5* function on flanking *HoxA* genes raised questions about the mechanisms through which the *Hoxa5* mutation acts. One possibility is that the effect is mediated by the HOXA5 protein, either by direct binding to regulatory DNA elements of *Hox* targets, or indirectly by acting on effectors that then control *HoxA* gene expression. Alternatively, the *Hoxa5* null mutant allele could perturb *HoxA* transcription in *cis*, since it contains a 1 kb *neomycin* cassette inserted into the homeobox sequence of the second exon (Fig. 5a)^39^. We have generated a *Hoxa5* conditional mouse line, which once bred with the epiblast-specific *Sox2cre* deleter line, produces a *Hoxa5* null allele as shown by molecular and phenotypic analyses (Fig. 5a)^21,25^. Cre activity on the *Hoxa5* conditional allele deletes a 1.8 kb DNA fragment encompassing the second exon plus few nearby sequences. Either addition or deletion of sequences can interfere with the expression of neighbouring genes^40,41^. We reasoned that effects mediated by the HOXA5 protein should be shared by both mutant alleles. However, while either allele might act in *cis,* their effects could be distinct given that *Hox* genes are tightly packed in *HoxA* cluster. Thus, differences in results between the two mutant alleles could point toward a *cis* effect.

**Fig. 5:**
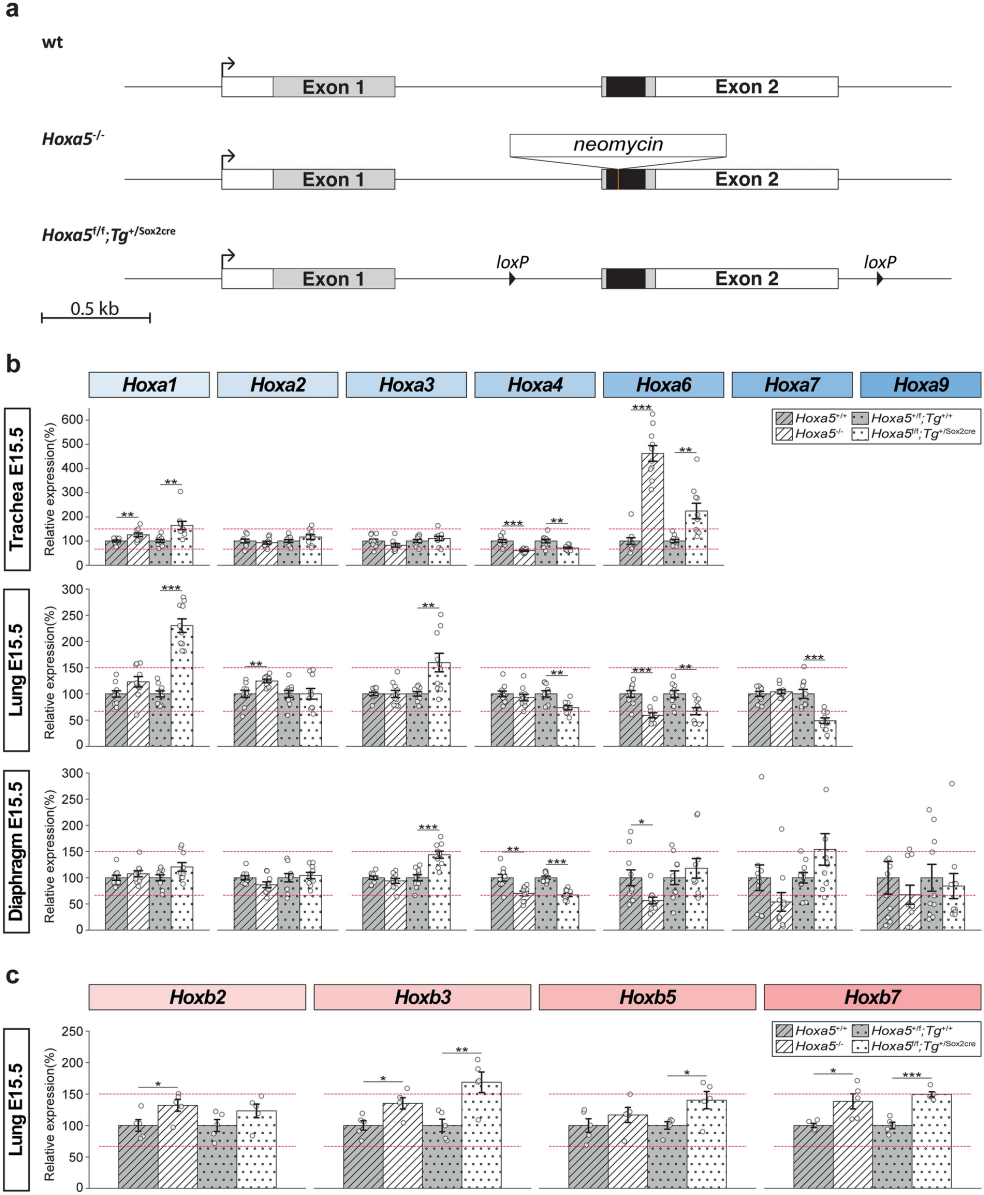
Impact of two different *Hoxa5* null mutations on *HoxA* gene expression. (**a**) Schematic representation of the *Hoxa5* wt, null and conditional alleles. The *Hoxa5* null allele was produced by the insertion of a *neomycin* cassette of 1 kb into the homeobox sequence (black). The *Hoxa5* conditional allele was generated by the insertion of *loxP* sites flanking *Hoxa5* exon 2. Action of the Cre recombinase on the conditional allele deletes exon 2 sequences and generates a null allele. The *Sox2cre* mouse line was used to delete exon 2 in all embryonic tissues. Transcribed and translated sequences are represented by white and grey boxes, respectively. (**b**) Comparative RT-qPCR analyses for *HoxA* genes between the two mutant alleles are shown for trachea, lung and diaphragm of E15.5 mouse embryos. Only *Hox* genes with a mean of TPM ≥ 1 in at least one condition (wt or *Hoxa5*^-/-^) are shown. Ten specimens were used for each genotype. (**c**) Comparative RT-qPCR analyses for *HoxB* genes between the two mutant alleles are shown for lung of E15.5 mouse embryos. Five specimens were used for each genotype. *Hoxa5*^-/-^ specimens are represented by white hatched bars and *Hoxa5*^f/f^;*Tg*^+/Sox2cre^ by white dotted bars. Controls for each mouse line are shown by grey bars. Individual data, mean and standard error of the mean (sem) are indicated. The value of % of 1.5 FC is shown by red lines representing 66.67% and 150%. Student’s *t*-test was performed between each mutant strain and their respective control line, and a *p* value < 0.05 was considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001.

Comparative RT-qPCR analyses between the two mutant lines were performed for trachea, lung and diaphragm from E15.5 wt, *Hoxa5*^-/-^ and *Hoxa5*^f^^/f^; *Tg*^+/Sox2cre^ embryos for *HoxA* genes with a TPM ≥ 1 in at least one condition (wt or *Hoxa5*^-/-^). For trachea, *Hoxa5*^f^^/f^; *Tg*^+/Sox2cre^ specimens entirely recapitulated the changes in *HoxA* expression seen in *Hoxa5*^-/-^ mutants (Fig. 5b). For lung, differences were observed for *Hoxa1* and *Hoxa3*, which were up-regulated in *Hoxa5*^f^^/f^; *Tg*^+/Sox2cre^ specimens when compared to *Hoxa5*^-/-^ mutants, and *Hoxa4* and *Hoxa7*, which were down-regulated in *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ samples. However, *Hoxa4* decreased expression was less than 1.5-fold change. In diaphragm, *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ specimens largely reproduced the data obtained with *Hoxa5*^-/-^ samples, except for *Hoxa3*, which showed an increased expression that was less than 1.5-fold change in *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ embryos.

Overall, the two *Hoxa5* mutations caused largely similar effects on *HoxA* gene expression in the three tissues, with few exceptions in lung. The lack of consistent differences in the outcome of the two mutations across tissues, as it would be expected from a *cis*-acting effect, does not support transcriptional interference on the nearby genes even though the possibility cannot be excluded. Rather, the two *Hoxa5* mutations presented the same tendency, which favored the notion that the impact of the loss of *Hoxa5* function on the expression of flanking *HoxA* genes is due to the lack of the HOXA5 protein. Comparative RT-qPCR assays for *Hoxb2*, *Hoxb3*, *Hoxb5* and *Hoxb7* genes showed similar increased expression in *Hoxa5*^-/-^ and *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ mutants when compared to controls further supporting the *trans*-acting action of HOXA5 on the expression of *Hox* genes (Fig. 5c).

### Effect of *Hoxa5 *mutant alleles on the *HoxA* chromatin landscape

The tight organization of *Hox* genes into clusters suggested that the effects of the loss of *Hoxa5* function on *HoxA* gene expression could result from chromatin organization changes that affect all or part of the *HoxA* cluster. To test this hypothesis, we analyzed the chromatin landscape of the *HoxA* complex in lung from E15.5 wt, *Hoxa5*^-/-^ and *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ embryos. Chromatin profiling was performed for three histone post-translational modifications (PTM) associated either with transcriptional activation or repression. H3K27ac is found on promoters and enhancers of transcribed genes, H3K4me3 is present on promoters of active genes and bivalent domains, while H3K27me3 marks non-expressed genes and bivalent domains^42–45^. Genome-wide ChIP-seq data available from ENCODE displayed patterns of histone modifications in lung from E15.5 wt mouse embryos^46^. 

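In wt lung at E15.5, the levels along the *HoxA* cluster (mean ± SD of 4 libraries) were 21.6 ± 3.86 TPM for *Hoxa2*, 44.9 ± 3.60 for *Hoxa3*, 27.7 ± 6.11 for *Hoxa4*, 160.4 for *Hoxa5*, 14.3 ± 1.11 for *Hoxa6* and 6.16 ± 0.411 for *Hoxa7*. *Hoxa9*, *Hoxa10*, *Hoxa11* and *Hoxa13* were at 0.109 TPM or less, where a mean TPM this low stands for at most 7 counts of *Hoxa9* per library.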

Comparison of the profiles for the three histone PTMs with our transcriptomic data showed that the chromatin state along the *HoxA* cluster predicts the abundance of *HoxA* transcripts in lung (Figs. 2d, 6a). Positive histone marks were found in the 3ʹ half of the cluster that contains *HoxA* genes expressed in the developing lung. The H3K27me3 repressive mark, although distributed across the entire *HoxA* cluster, was enriched in the 5ʹ region of the cluster where *Hox* genes show no lung expression. The transition occurred in the *Hoxa5*-*Hoxa7* region, and the pattern of peaks for the positive marks was complementary to that of H3K27me3. Finally, the H3K27ac active mark was present in *Hoxa5* regulatory enhancers, previously identified by transgenesis and located in the *Hoxa4*-*Hoxa5* intergenic region, that drive expression in embryonic lung and gut, and in mesoderm derivatives. (Fig. 7a)^47,48^.

**Fig. 6:**
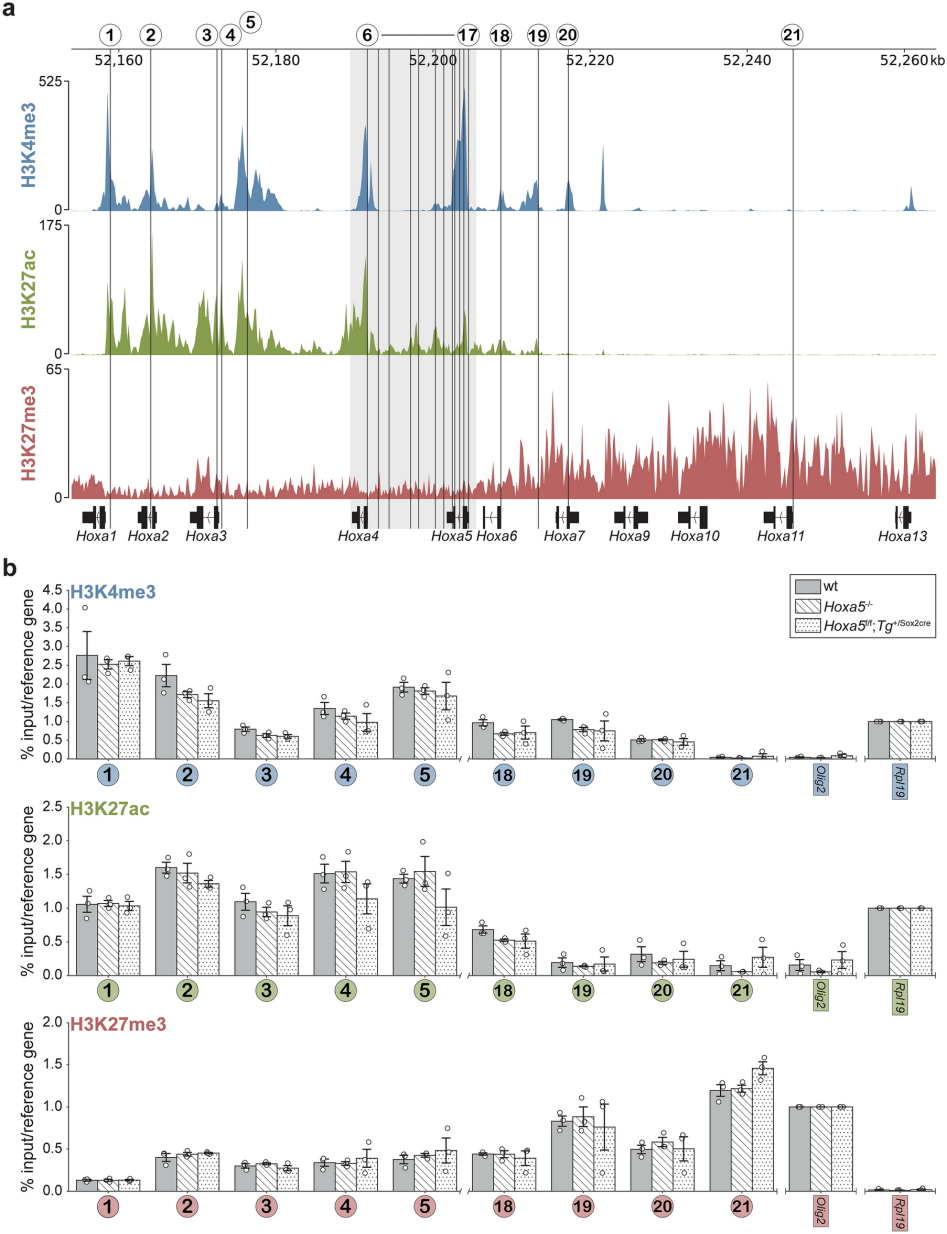
Analysis of epigenetic marks along the *HoxA* cluster from E15.5 wt, *Hoxa5*^-/-^ and *Hoxa5*^f/f^;*Tg*^+/Sox2cre^ mouse lung tissue. (**a**) ChIP-seq profiles for H3K4me3 and H3K27ac positive histone marks, in blue and green, respectively, and H3K27me3 repressive mark, in red, along the *HoxA* cluster in lung from E15.5 wt mouse embryo were used as a reference. They were obtained from the ENCODE Project^46^. The mm38 mouse genome reference (NCBI) was used for manual curation and accurate representation of *Hox* genes. Numbers and vertical lines refer to regions (1 to 21) along the *HoxA* cluster analyzed by ChIP-qPCR. Enlargement of the *Hoxa5* locus (regions 6 to 17) is shown separately in Fig. 7. (**b**) Individual data, mean and standard error of the mean (sem) from three independent chromatin isolation and ChIP assays for lung of wt (grey bars), *Hoxa5*^-/-^ (white hatched bars) and *Hoxa5*^f/f^;*Tg*^+/Sox2cre^ (white dotted bars) E15.5 mouse embryos are shown. ChIP-qPCR assays for each region are represented for H3K4me3, H3K27ac and H3K27me3 histone marks. The numbers below each group correspond to the regions shown in (a). The % input for each mark was normalized by the % input of a reference DNA region. *Rpl19* DNA region was used to normalize the data of H3K4me3 and H3K27ac while *Olig2* was used to normalize the data of H3K27me3. No statistically significant differences (padj < 0.05) were observed by one-way ANOVA test.

**Fig. 7:**
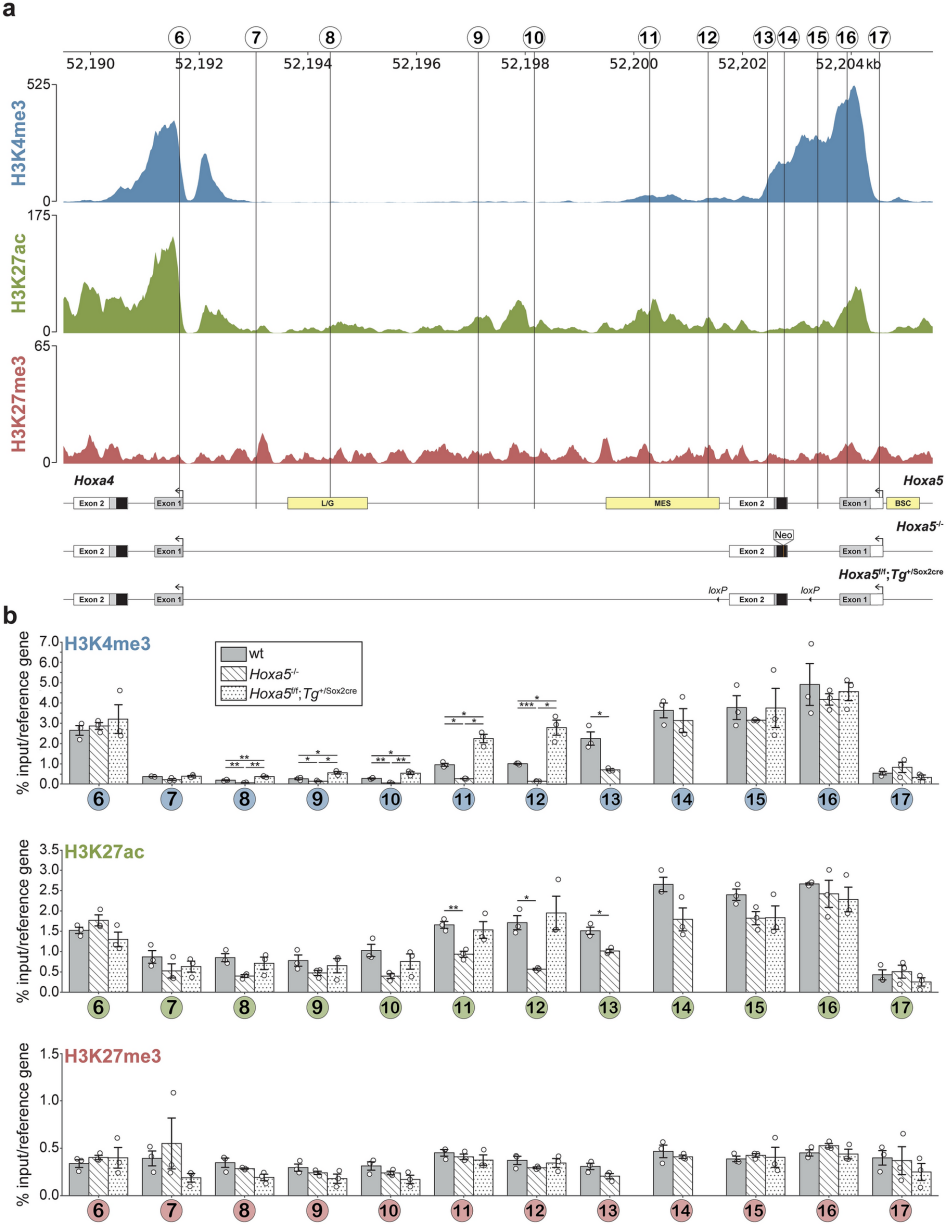
Analysis of epigenetic marks along the *Hoxa5* locus from E15.5 wt, *Hoxa5*^-/-^ and *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ mouse lung tissue. (**a**) ChIP-seq profiles for H3K4me3 and H3K27ac positive histone marks and H3K27me3 repressive mark, at the *Hoxa5* locus in E15.5 wt mouse lung tissue, obtained from ENCODE^46^. Numbers and vertical lines refer to regions (6 to 17) analyzed by ChIP-qPCR. The three *Hoxa5* alleles are represented beneath the profiles. Black, grey and open boxes represent homeobox, translated and transcribed sequences, respectively. Transcription start sites are shown by black arrows. For the wt allele, yellow boxes define DNA regulatory sequences driving *Hoxa5* tissue-specific expression: BSC, brachial spinal cord enhancer; MES, mesodermal enhancer; L/G, lung and gut enhancer (Jeannotte et al., 2016). For the *Hoxa5* null allele, the 1 kb MC1neoA^+^ cassette inserted into the homeobox is represented. (**b**) Individual data, mean and standard error of the mean (sem) from three independent chromatin isolation and ChIP assays for lungs of wt (grey bars), *Hoxa5*^-/-^ (white hatched bars) and *Hoxa5*^f/f^;*Tg*^+/Sox2cre^ (white dotted bars) E15.5 mouse embryos are shown. ChIP-qPCR assays for each region are represented for H3K4me3, H3K27ac and H3K27me3 histone marks. The numbers below each group correspond to the regions shown in A. The % input for each mark was normalized by the % input of a reference gene. *Rpl19* was used to normalize the data of H3K4me3 and H3K27ac while *Olig2* was used to normalize the data of H3K27me3. Student’s *t*-test with correction for False Discovery Rate (FDR) was applied for regions statistically significant in one-way ANOVA test. A padj < 0.05 was considered statistically significant. *padj < 0.05, **padj < 0.01, ***padj < 0.001.

To determine if the addition of the *neomycin* cassette in *Hoxa5*^-/-^ mutant lungs or the deletion of exon 2 sequences in *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ specimens perturb *HoxA* chromatin organization, we analyzed by ChIP-qPCR the effect of the two mutations on the profile of the three histone PTMs for 21 regions covering the *HoxA* cluster (Figs. 6a, 7a). These regions largely matched the peaks of H3K4me3 and H3K27ac positive marks corresponding to the transcription start site of *HoxA* genes and to *Hoxa5* enhancer sequences. One exception was region 21 only enriched for the H3K27me3 repressive mark. Interestingly, ChIP-qPCR data obtained for the three marks correlated well with the ENCODE ChIP-seq study. Both datasets indicated that the positive marks were higher for *HoxA* genes from the 3ʹ half of the cluster (regions 1 to 6; Figs. 6b, 7b). Conversely, genes from the 5ʹ part of the cluster showed a stronger ChIP-qPCR signal for H3K27me3 in agreement with the transcriptional inactivity of these genes in the developing lung (regions 19–21; Fig. 6b). For regions 1 to 6, which covers *Hoxa1* to *Hoxa4* genes, no difference was seen between wt and the two *Hoxa5* mutant specimens. A similar result was obtained for regions 18 to 21 that overlap *Hoxa6* to *Hoxa11* genes (Fig. 6b). Thus, neither *Hoxa5* mutations perturbed the chromatin landscape of the flanking *HoxA* genes based on the histone PTMs tested.

The observed effects of *Hoxa5* mutation on *HoxA* expression could result from limited chromatin perturbations in shared regulatory elements close to the targeted mutation. Indeed, co-regulation of clustered *Hox* genes is known to be mediated by shared *cis-*regulatory elements, although these have not been fully defined for the 3ʹ half of *HoxA* cluster. To characterize local effects on chromatin landscape flanking *Hoxa5*, the *Hoxa5* gene was dissected into 11 regions (regions 7 to 17; Fig. 7a). The site of insertion of the *neomycin* cassette is located downstream region 14, while the deletion of exon 2 sequences includes regions 13 and 14. ChIP-qPCR data for the three marks showed no significant difference for regions 14 to 17 indicating that neither DNA insertion nor deletion impacted *Hoxa5* gene and promoter sequences located upstream both mutations (Fig. 7b). Similarly, ChIP-qPCR data for the H3K27me3 repressive mark revealed no variation between wt and the two *Hoxa5* mutations in regions 7 to 17. In contrast, significant differences were seen for the H3K4me3 and H3K27ac positive histone PTMs in regions located downstream the *Hoxa5* mutations, and each mutation elicited a specific response. For the H3K27ac mark, decreased ChIP-qPCR signal was detected in regions 11, 12 and 13 in *Hoxa5*^-/-^ mutants but no change was seen in *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ specimens. For the H3K4me3 mark, the effect of the *Hoxa5* null mutation was much broader than for H3K27ac and diminished ChIP-qPCR signal extended into the *Hoxa4*-*Hoxa5* intergenic sequence covering regions 8 to 13. Conversely, the *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ conditional mutation caused an increased ChIP-qPCR signal for H3K4me3 for regions 8 to 12. Thus, either the insertion of sequences into *Hoxa5* exon 2 or the deletion of *Hoxa5* exon 2 sequences have limited influence on the chromatin landscape of *HoxA* cluster, the effects being restricted to marks associated with active chromatin on *Hoxa5* downstream sequences nearby the gene.

## Discussion

To tackle the mechanisms of action of HOXA5, we addressed its transcriptional impact in a genome-wide scale by applying RNA-seq to seven different biological contexts in wt and *Hoxa5*^-/-^ embryos. Our initial hypothesis was that HOXA5 exerts part of its functions through activation of common transcriptional programs but also via the regulation of distinct, context-specific effectors. According to the results obtained, this hypothesis was not supported. Indeed, *Hoxa5* was the only DEG shared by all conditions analyzed. Even for a same organ at different timepoints, the overlap in DEG was modest, which may reflect unique roles for HOXA5 throughout organogenesis. For tissues at late developmental stages, like iBAT at E18.5, it may also suggest indirect consequences of earlier effects of the loss of *Hoxa5* function. Altogether, the results indicate that HOXA5 transcriptional output depends on its site and time of expression.

While this result was surprising, *Hox* genes are known to exert subtle effects on tissue development, and to regulate subsets of cells within tissues. Subtly affected transcripts would not be expected to reach the thresholds for inclusion in the DEG analysis. Comparison of RNA-seq data with earlier RT-qPCR experiments validates this notion. For instance, no significant change in *Hoxb5* lung expression was detected in *Hoxa5*^-/-^ specimens as it was previously reported (Fig. 3)^20^. Similarly, changes in expression of several genes in trachea, lung, and diaphragm, as described in^21^, were also found in the RNA-seq analysis even though the variations in expression levels did not reach the 1.5-fold change limit. 

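*Hoxb5* in lung had a log2 fold change of -0.09 (SE 0.08) at E12.5 (adjusted p = 0.782) and 0.18 (SE 0.22) at E15.5 (adjusted p = 0.945) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p of 0.892 and 0.998 by DESeq2. Mutant levels were 240.2 ± 22.3 TPM at E12.5 and 122 ± 39.3 at E15.5. The E15.5 level includes *Hoxa5*-/- replicate 4, whose TPM are lowered by its counts of *Rn18s-rs5*, while log2 fold changes rest on normalized counts. With 1 library left out, the log2 fold changes ran from -0.15 to -0.03 at E12.5 and from 0.03 to 0.32 at E15.5.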

Bulk RNA-seq experiments on whole tissue do not capture cell-specific data. In the different biological contexts tested here, *Hoxa5* expression is often heterogenous. HOXA5 protein is specifically detected in the mesenchyme along the respiratory tract, while in diaphragm HOXA5 is found in pleuroperitoneal folds and their derivatives but not in the muscle cell lineage originating from somites^21^. In somites, HOXA5 expression is mainly restricted to sclerotome^49^. HOXA5 is largely expressed in BAT connective tissue fibroblasts at the stage surveyed^23^. While bulk RNA-seq approach has the advantage to reveal both HOXA5 direct targets and indirect downstream effectors in neighbouring tissues, to specifically address tissue heterogeneity and diversity, single cell RNA-seq assay will need to be applied.

One explanation for the context-specific dependence of HOXA5 action may come from the cooperative association of HOX proteins with co-factors, like the three amino acid loop extension (TALE) homeodomain transcription factors, PBX, MEIS and PREP^11^. TALE proteins are important in DNA binding, target specificity and recruitment of other cofactors, leading to the formation of multi-protein complexes that define the functional outcome of HOX binding^8,13^. Few HOXA5 interactors have been identified so far and none for the tissues tested in this study^50–52^. As each TALE protein possesses a cell-specific expression pattern, this may contribute to the diversity of transcriptional programs controlled by HOXA5. Indeed, our RNA-seq data showed that the combination of TALE factors expressed in the different biological contexts is distinct for each condition. For example, only *Pbx2* is expressed in iBAT, *Pbx4* is weakly expressed in all tissues analyzed, and levels of expression for most TALE proteins are lower in lung at E15.5 than at E12.5. 

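The TALE genes examined were 9 genes of the Pbx, Meis and Pknox families. All 9 were at a mean of 1 TPM or more in the wt libraries of every context except iBAT, where 7 were. Setting the limit at 5 TPM left 9 in trachea, lung at E15.5 and somites at E10.5, 8 in lung at E12.5, diaphragm and somites at E12.5, and 3 in iBAT.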

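In wt iBAT (mean ± SD, n = 5), *Pbx2* was at 38.5 ± 5.85 TPM, *Pknox1* at 7.53 ± 0.727, *Meis2* at 2.82 ± 0.417, *Pbx3* at 2.69 ± 0.360, *Meis1* at 2.43 ± 0.413 and *Meis3* at 1.86 ± 0.517. *Pbx4* was at 0.758 ± 0.291 TPM and *Pknox2* at 0.302 ± 0.0925. Elsewhere *Pbx4* lay between 1.85 TPM in diaphragm and 20.1 ± 8.43 in trachea. From lung at E12.5 to lung at E15.5, *Pbx2* went from 243 ± 12.2 to 124 ± 7.92 TPM, *Pbx3* from 71.2 ± 4.93 to 35.7 ± 0.997 and *Meis1* from 80.9 ± 2.35 to 34.1 ± 5.27. *Meis2* went from 34.5 ± 5.39 to 20.0 ± 2.15, *Meis3* from 34.6 ± 3.66 to 17.3 ± 2.43 and *Pknox1* from 36.2 ± 3.36 to 34.8 ± 2.51, a change within the spread between libraries. *Pbx4* and *Pknox2* were higher at E15.5, at 5.28 ± 1.77 against 3.75 ± 0.367 TPM and 7.54 ± 0.278 against 6.09 ± 0.407.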

Further studies are needed to identify which HOXA5 partners participate in its context-specific activity and how they act together.

*Hox* transcriptional initiation depends on long-range global enhancers flanking clusters, local enhancers within clusters, as well as Topologically Associated Domains (TAD) structures that permit fine control over chromatin contacts and patterns of histone modifications^4,53,54^. It is unclear whether and how HOX proteins function during the establishment of *Hox* cluster transcription. However, later functions for HOX proteins in cross- and auto-regulation have been demonstrated^8,30–35^. The trend for a widespread mis-regulation of *Hox* expression in *Hoxa5* mutants supports a role for HOXA5 in the control of *Hox* gene expression independent of tissue and time contexts. 

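Without *Hoxa5*, the *HoxA* genes tested per context were lower in mutants in 3 of 5 cases in trachea, 5 of 7 in lung at E12.5, 5 of 6 in lung at E15.5, 6 of 7 in diaphragm, 7 of 7 in somites at E10.5, 9 of 9 in somites at E12.5 and 4 of 7 in iBAT. Changes of at least 1.5-fold downward numbered 1, 3, 0, 1, 1, 2 and 3 in the same order. Those called lower by DESeq2 included *Hoxa4* in lung at E12.5 and in diaphragm, and *Hoxa7* and *Hoxa9* in iBAT, of which edgeR with adjustment over all genes called none.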

The loss of *Hoxa5* function mainly causes reduced expression levels of a subset of *HoxA* transcripts in most conditions tested. 

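The mean log2 CPM over *HoxC* genes was higher in mutants in 7 of 7 contexts, by 0.02 in somites at E10.5 to 1.19 in lung at E15.5, and that over *HoxD* genes in 6 of 6, by 0.10 in iBAT to 0.63 in diaphragm. Over *HoxB* genes it was lower in 2 of 7 contexts, lung at E12.5 (-0.14) and diaphragm (-0.0024), and highest in trachea (0.50). In exact two-sided permutation tests, unadjusted p under 0.05 were found for *HoxB* in trachea and *HoxD* in diaphragm (both 0.0286) and *HoxC* in iBAT (0.0397). Adjusted over the 27 tests, these were 0.154, 0.154 and 0.179. The sign of the *HoxC* shift in somites at E10.5 and of the *HoxB* shift in diaphragm changed under alternatives, to -0.09 and 0.16 with the median over the genes. With at least 5 TPM required, the *HoxD* shift in somites at E12.5 was -0.03.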

No clear trend for the *HoxB* cluster was observed while affected *HoxC* and *HoxD* genes showed increased expression in *Hoxa5* mutant specimens. Except for *Hoxd8* in lung, these genes were already expressed in wt samples albeit at low levels. Thus, while the expression levels of several *Hox* genes was altered in a direction that largely correlated with cluster, the combination of *Hox* genes expressed in each condition remained unchanged in *Hoxa5* mutants. This suggests that the loss of *Hoxa5* function does not affect the establishment or maintenance of global *Hox* chromatin structure such as the location of TAD boundaries or enhancer contacts, which are proposed to determine the set of *Hox* genes that can be expressed in a tissue^53^. 

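Of the *HoxC* and *HoxD* genes that rose at least 1.5-fold, wt levels (mean ± SD, n = 4) were 0.836 ± 0.653 TPM for *Hoxc6* and 0.732 ± 0.252 for *Hoxd8* in lung at E12.5, 0.356 ± 0.0935 for *Hoxc5* in lung at E15.5 and 0.987 ± 0.616 for *Hoxd11* in somites at E12.5, all under 1 TPM. The others were at 12.3 ± 3.59 TPM (*Hoxc5* in lung at E12.5), 2.09 ± 0.334 (*Hoxc4* in lung at E15.5), 2.35 ± 0.599 (*Hoxc8* in diaphragm), 9.10 ± 0.792 (*Hoxd8* in diaphragm), 14.2 ± 4.07 (*Hoxd1* in somites at E10.5), 20.6 ± 7.53 and 1.20 ± 0.701 (*Hoxc8* and *Hoxc9* in somites at E12.5). No *HoxC* or *HoxD* gene rose 1.5-fold in iBAT.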

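Across the 7 contexts, a *Hox* gene lay on different sides of 1 TPM in wt and *Hoxa5*-/- means in 13 cases, 8 of them above it in mutants and 5 in wt, with *Hoxa6* and *Hoxa9* counted in 2 contexts each. The largest rise was that of *Hoxa6* in trachea and the largest fall that of *Hoxa7* in iBAT. The remaining 11 cases changed by less than 1 TPM, among them *Hoxd3* in trachea (0.875 to 1.09 TPM) and *Hoxb3* in iBAT (1.11 to 0.975 TPM). From the set of expressed genes, the paper concludes that the combination in each condition was kept in mutants.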

To our knowledge, this is the first demonstration of widespread changes in *Hox* expression levels following mutation of a single protein coding *Hox* gene.

It is also largely undefined whether targeted genome modifications used to disrupt single *Hox* genes affect *Hox* cluster expression in *cis*. The comparative expression analysis of the impact of two *Hoxa5* mutant alleles revealed a similar trend in *HoxA* gene expression variation supporting that the two distinct *Hoxa5* mutations did not interfere in *cis* on the expression of *HoxA* genes. One exception is the increase in *Hoxa3* expression in lung and diaphragm, but not trachea, of *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ embryos indicating that a possible tissue-specific *cis*-effect may occur (Fig. 5b). However, the shared anomalies resulting from the two *Hoxa5* null alleles argue against the possibility that this potential *cis* effect contributes substantially to the *Hoxa5* mutant phenotypes.

Pervasive *Hox* transcriptional changes were reported following deletions of *Hox-*embedded microRNA genes, an observation ascribed at least in part to direct regulatory interactions between *Hox* miRNAs and their coding *Hox* gene targets^55^. Therefore, it is possible that additional mechanisms exist and allow compensatory changes to global *Hox* transcription. For instance, the broad mis-regulation of *Hox* gene expression seen in *Hoxa5* mutants could be a secondary response to the mis-expression of few HOXA5 primary *Hox* target genes.

In vertebrates, functional redundancy among *Hox* paralogs has been demonstrated, and in some situations, cross-transcriptional regulation within a paralog group has been shown to be an important mechanism for controlling *Hox* dosage^2,31^. 

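By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of *Hoxb5* was 0.54 (SE 0.24) in trachea (adjusted p = 0.745), -0.52 (SE 0.47) in diaphragm (adjusted p = 0.689), 0.37 (SE 0.13) and -0.03 (SE 0.13) in somites at E10.5 and E12.5 (adjusted p = 0.391 and 0.999) and 0.01 (SE 0.18) in iBAT (adjusted p = 1). For *Hoxc5* it was -0.01 (SE 0.53) in trachea, 0.24 (SE 0.13) in diaphragm, 0.34 (SE 0.15) and 0.17 (SE 0.15) in somites and 0.21 (SE 0.13) in iBAT, with adjusted p of 0.997, 0.484, 0.391, 0.999 and 1. In lung at both stages *Hoxc5* was higher in mutants, by more than 1.5-fold and short of the threshold over all genes, while *Hoxb5* changed by less than 1.5-fold in every context.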

In the case of *Hoxa5*, RNA-seq data did not show evidence for compensatory expression changes in *Hoxb5* and *Hoxc5* paralogs in the different conditions analyzed (Fig. 3). Moreover, the impact of the loss of *Hoxa5* function involves effects that extend beyond a single paralog group. Regardless of the underlying mechanism(s), our results raise the point that alterations in global *Hox* cluster output should be considered when interpreting the phenotypes of *Hox* mutations.

Several studies have characterized the *HoxA* chromatin landscape, and the histone modifications associated with transcriptional initiation in embryonic stem cells and maintenance in their derivatives^54,56,57^. The *HoxA* cluster was shown to overlap the boundary between two TADs. The switch between the H3K27ac and H3K4me3 positive histone marks and the H3K27me3 repressive mark in the *Hoxa5*-*Hoxa7* region seen for the embryonic lung at E15.5 was also reported in motor neurons where it coincides with highly conserved binding sites for the CCCTC-binding factor CTCF, known to demarcate borders between TADs. Based on these findings, it is tempting to speculate that *Hoxa5* mutations mainly impact expression of *HoxA* genes located in the 3’ half of the cluster due to their proximity within one of the TADs. More studies on the chromatin architecture of *Hox* clusters in developing tissues, including lung, are needed to support this hypothesis.

ChIP-qPCR assays showed that the effects on chromatin of the two *Hoxa5* mutations are confined to *Hoxa5* flanking downstream sequences. For the *Hoxa5*^*-/-*^ null mutation, decreased ChIP-qPCR signal was observed for the H3K4me3 and H3K27ac positive marks, while the *Hoxa5*^f/f^; *Tg*^+/Sox2cre^ conditional mutation caused an increased ChIP-qPCR signal for the H3K4me3 mark (Fig. 7b). In wt specimens, strong peaks of both marks were seen in *Hoxa5* promoter region, and the height of these peaks diminishes along *Hoxa5* exons to conclude with a weak signal for H3K27ac and no signal for H3K4me3 once reaching the *Hoxa4*-*Hoxa5* intergenic region. One likely explanation for the contrasting responses between the two mutations might be that addition of the *neomycin* cassette in the *Hoxa5* null allele moves the sequences downstream the insertion site away from the promoter. This is further supported by the lack of variation between wt and *Hoxa5*^-/-^ specimens in region 14 located immediately upstream the site of insertion of the *neomycin* cassette. Conversely, deletion of exon 2 sequences following the recombinase action on the *Hoxa5* conditional allele brings the sequences downstream of the mutation closer to the promoter. These changes are more noticeable with H3K4me3, a predominant and well-defined mark of promoter sequences, whereas H3K27ac is a broader mark covering promoter and enhancer regions. Altogether, these data suggest that (i) *Hoxa5* targeted mutations do not significantly perturb the establishment and maintenance of the global chromatin structure of *HoxA* cluster, and (ii) changes in *HoxA* gene expression seen in *Hoxa5* mutants are likely mediated by the HOXA5 protein itself. However, to resolve the role of HOXA5 in *Hox* gene regulation, identification of *bona fide* HOXA5 transcriptional targets in different biological contexts on a genome-wide scale is indispensable.

## Methods

### Mouse lines, genotyping, and tissue collection

The *Hoxa5* null (*Hoxa5*^tm1Rob^) and *Hoxa5*^f/f^ (*Hoxa5*^tm1Ljea^) mouse lines were generated by the senior author and her team, while the *Sox2cre* (Edil3^Tg(Sox2-cre)1Amc^) mouse line was directly obtained from Dr. Andrew McMahon^15,25,58^. Mouse lines were maintained in the 129/Sv background. Age of embryos was estimated by considering the morning of the day of the vaginal plug as E0.5. Pregnant females were sacrificed by using isoflurane inhalation and cervical dislocation. Experimental specimens were genotyped by PCR^25,49^. Trachea and diaphragm were collected at E15.5, lungs at E12.5 and E15.5, somites at E10.5 and E12.5, and iBAT at E18.5. For somite samples, the trunk segments located between the C3 and T2 vertebrae were removed and dissected away from the neural tube, forelimbs, and thoracic organs. For RNA extraction, embryonic tissues were dissected into ice-cold PBS, and either homogenized immediately in Trizol (Invitrogen), following manufacturer’s instructions or snap-frozen in liquid nitrogen until further processing. Experiments were performed according to the guidelines of Canadian Council on Animal Care and agreed by the Université Laval Animal Care Committee or approved by the Columbia University IACUC. The study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Bulk RNA-seq analysis

For trachea (E15.5), lungs (E12.5 and E15.5), diaphragm (E15.5) and somites (E12.5), four biological replicates were used for both wt and *Hoxa5*^-/-^ genotypes. For somites (E10.5), four wt and three *Hoxa5*^-/-^ mutants were used while for iBAT (E18.5), five samples were used for each genotype. mRNA isolation from total RNA by polyA selection, library preparation and sequencing on Illumina HiSeq were performed at the Columbia University Sulzberger Genome Center (New York, USA) for trachea, lung and diaphragm specimens (100 bp reads, single-end), and at Genewiz (South Plainfield, USA) for somite and iBAT samples (150 bp reads, paired-end).

The quality of the sequencing reads was evaluated using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were trimmed with Trim Galore (v0.6.5; https://github.com/FelixKrueger/TrimGalore), then mapped with STAR (v2.7.9a)^59^ to the mouse reference genome from ENSEMBL GRCm39 (mm39, release 109)^60^, which was manually curated for *Hox* genes. Between 80 and 94% of the reads mapped successfully to the mouse genome (Supplementary Table S1 online). The mapped sequencing data were then processed with the software featureCounts to obtain counts for sequencing reads mapped to genes (v2.0.3)^61^. Among the aligned reads, 70% mapped to unique genomic regions and they were further considered for analysis (Supplementary Table S1 online). Gene expression levels were represented as transcripts per million (TPM). Genes with a mean of TPM < 1 in both wt and mutant conditions were removed before performing differential expression analysis using DESeq2 (Bioconductor) with an *alpha* parameter of 0.05 (v1.42.0)^62^. Genes were considered to be differentially expressed when they exhibited at least a 1.5-fold difference (fold change; FC) between controls and mutants with a false discovery rate (FDR) adjusted pvalue (padj) < 0.05. The value of a fold change ≥ 1.5 was chosen to take into account the small number of replicates, the established biological variation between specimens and the fold change in *Hoxa5* expression in the different contexts (Supplementary Fig. 1).

### Quantitative RT-PCR (RT-qPCR) assays

RT-qPCR experiments were performed as previously described^19^. Five or ten specimens for trachea, lung and diaphragm were used for each genotype tested. RNA preparations were submitted to a DNase I treatment step since for some *Hox* genes, primers were in the same exon. Primer sequences are listed in Supplementary Table S2 online.

### Chromatin immunoprecipitation (ChIP) and ChIP-qPCR assays

Lung from E15.5 embryos were isolated and cross-linked in 1% formaldehyde prepared in phosphate-buffered saline (PBS) for 10 min at room temperature. Cross-linking was stopped by adding glycine to a final concentration of 125 mM with a 5 min incubation at room temperature. Samples were then washed once into PBS, snap-frozen in liquid nitrogen and kept at −80 °C. Lungs were disrupted with a Dounce homogenizer in Nucleus Isolation Buffer (20 mM HEPES, 250 mM sucrose, 3 mM MgCl_2_, 0.25% Nonidet P-40, 3 mM ß-mercaptoethanol and protease inhibitors), equilibrated on ice for 20 min, and filtered on cell strainer (70 μm) to eliminate debris. Nuclei were lysed in 50 mM Tris–HCl pH8.0, 10 mM EDTA, 1% SDS and protease inhibitors for 10 min on ice. Chromatin was then fragmented by sonication in a Covaris M220 Focused Ultrasonicator to obtain an average DNA size of 200–500 bp. Fragmented chromatin (20 μg) was incubated overnight at 4 °C with 5 μl of antibody: H3K4me3 (Cell Signaling, C42D8), H3K27ac (Cell Signaling, D5E4), or H3K27me3 (Active Motif, 39055) or with 4 μl of IgG (Millipore Sigma, PP64) as control. Immunoprecipitation products were isolated with Dynabeads protein G (ThermoFisher), washed in successive saline buffers, and reverse cross-linked in 200 mM NaCl overnight at 65 °C. Samples were then digested with Proteinase K (0.12 mg/ml) and RNaseA (0.04 mg/ml) in 40 mM Tris–HCl pH8.0, 10 mM EDTA for 2 h at 50 °C.

Purified DNA was analyzed by ChIP-qPCR with primers corresponding to 21 regions covering the *HoxA* complex. *Rpl19* and *Olig2* genes were respectively used as control DNA regions to normalize the H3K27ac and H3K4me3 positive and the H3K27me3 repressive histone marks. According to ENCODE ChIP-seq data, in lung from E15.5 mouse embryo, *Rpl19* and *Olig2* gene regions are respectively enriched in positive and repressive histone marks^46^. Values were reported as the percentage relative to input. ChIP results were confirmed by three independent chromatin isolation and ChIP assays. Each biological replica represents the chromatin from a pool of 7 to 10 lungs. ChIP-qPCR was performed in triplicate for each sample. Primer sequences are listed in Supplementary Table S3 online.

As a reference, we used ChIP-seq data available from ENCODE for lung from E15.5 wt mouse embryos for the three following histone post-translational modifications: H3K27ac, GEO:GSE83004; H3K4me3,GEO:GSE82583; H3K27me3, GEO:GSE82981^46^.

### Statistical analyses

Student’s *t*-test was performed for RT-qPCR assays and a significance level below 5% (*p* value < 0.05) was considered statistically significant. As mentioned above, RNA-seq data were analyzed with DESeq2 and a padj < 0.05 was considered statistically significant. One-way Anova was performed for comparatives studies of ChIP-qPCR data. Student’s *t*-test with correction for False Discovery Rate (FDR - Benjamini, Krieger and Yekutieli method) was applied for regions statistically significant in one-way ANOVA test^63^. A padj < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

ChIP-seq data for H3K4me3, H3K27ac and H3K27me3 from ENCODE are available through NCBI GEO with the following accession numbers: H3K27ac, GEO:GSE83004; H3K4me3, GEO:GSE82583; H3K27me3, GEO:GSE82981^46^. RNA-seq data and genome with curated *Hox* genes are available for general access through NCBI GEO (accession number GSE269950). RNA-seq data are now available for general access through NCBI GEO.

# Supplementary material for: Loss of Hoxa5 function affects Hox gene expression in different biological contexts
**Source:** Sci Rep. 2024 Dec 28;14:30903. doi: 10.1038/s41598-024-81867-0
**Supplement:** Supplementary file 1 — Supplementary Information.

**Loss of *Hoxa5* function affects *Hox* gene expression in different biological contexts**

Béatrice Frenette, Josselin Guéno, Nicolas Houde, Kim Landry-Truchon, Anthony Giguère, Theyjasvi Ashok, Abigail Ryckman, Brian R. Morton, Jennifer H. Mansfield and Lucie Jeannotte

**SUPPLEMENTAL DATA**

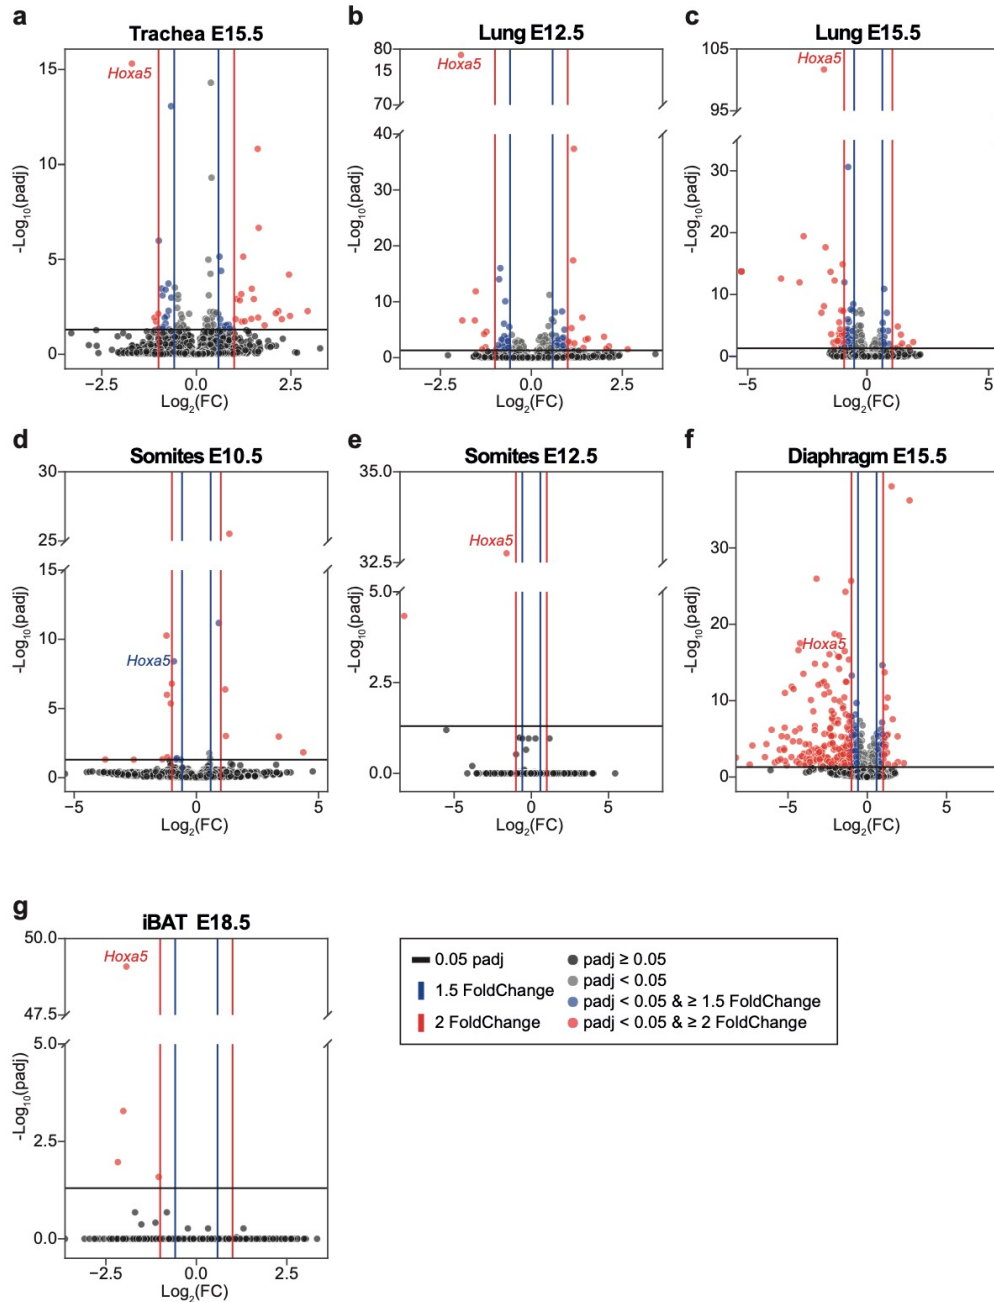

**Supplementary Figure 1. Differential gene expression in *Hoxa5*<sup>-/-</sup> mutant tissues according to Fold Change and padj.** Volcano plot representation of differential gene expression analysis between wt and *Hoxa5*<sup>-/-</sup> for (a) trachea at E15.5, (b) lung at E12.5, (c) lung at E15.5, (d) somites at E10.5, (e) somites at E12.5, (f) diaphragm at E15.5 and (g) iBAT at E18.5. The x-axis shows Log2Fold Change (FC) expression while the y-axis represents the padj in -Log10. Blue and red vertical lines represent a FC threshold of 1.5 and 2, respectively. The horizontal black line corresponds to padj of 0.05. Genes with no statistical change (padj ≥ 0.05) correspond to black dots. Genes with statistical change (padj < 0.05) and with FC < 1.5, ≥ 1.5 or ≥ 2 are represented by gray, blue and red dots, respectively. The *Hoxa5* gene is indicated in each context.

**Supplementary Table 1. RNA-seq statistics**

| Tissue          | Genotype             | Sample    | Reads      | Number of reads generated | Number of reads after filtering | Number of uniquely mapped reads | % of reads mapped to genome | % successfully assigned alignments |
|-----------------|----------------------|-----------|------------|---------------------------|---------------------------------|---------------------------------|-----------------------------|------------------------------------|
| Lung E12.5      | wt                   | JJ017 S1  | Single-end | 44912901                  | 44903775                        | 40056350                        | 89.2                        | 66.7                               |
| Lung E12.5      | wt                   | JJ018 S2  | Single-end | 48721446                  | 48707812                        | 43270824                        | 88.84                       | 65.4                               |
| Lung E12.5      | wt                   | JJ019 S3  | Single-end | 37868327                  | 37855884                        | 34023830                        | 89.88                       | 67.4                               |
| Lung E12.5      | wt                   | JJ020 S4  | Single-end | 35407355                  | 35395616                        | 31876236                        | 90.06                       | 68.1                               |
| Lung E12.5      | Hoxa5 <sup>-/-</sup> | JJ021 S5  | Single-end | 34185404                  | 34178228                        | 30668022                        | 89.73                       | 64.2                               |
| Lung E12.5      | Hoxa5 <sup>-/-</sup> | JJ022 S6  | Single-end | 36088288                  | 36077099                        | 32513452                        | 90.12                       | 67.7                               |
| Lung E12.5      | Hoxa5 <sup>-/-</sup> | JJ023 S7  | Single-end | 95201982                  | 95184349                        | 85645271                        | 89.98                       | 67.8                               |
| Lung E12.5      | Hoxa5 <sup>-/-</sup> | JJ024 S8  | Single-end | 26878660                  | 26873414                        | 24137646                        | 89.82                       | 67.4                               |
| Trachea E15.5   | wt                   | JJ025 S9  | Single-end | 32311373                  | 32301905                        | 29527039                        | 91.41                       | 70                                 |
| Trachea E15.5   | wt                   | JJ026 S10 | Single-end | 41523338                  | 41515444                        | 37826247                        | 91.11                       | 68.2                               |
| Trachea E15.5   | wt                   | JJ027 S11 | Single-end | 52706850                  | 52696828                        | 47986842                        | 91.06                       | 67.9                               |
| Trachea E15.5   | wt                   | JJ028 S12 | Single-end | 30628117                  | 30617213                        | 27878030                        | 91.05                       | 67.8                               |
| Trachea E15.5   | Hoxa5 <sup>-/-</sup> | JJ029 S13 | Single-end | 32334476                  | 32323551                        | 29468550                        | 91.17                       | 68.2                               |
| Trachea E15.5   | Hoxa5 <sup>-/-</sup> | JJ030 S14 | Single-end | 40427737                  | 40420771                        | 36723262                        | 90.85                       | 67.9                               |
| Trachea E15.5   | Hoxa5 <sup>-/-</sup> | JJ031 S15 | Single-end | 42027412                  | 42016977                        | 38357572                        | 91.29                       | 68.8                               |
| Trachea E15.5   | Hoxa5 <sup>-/-</sup> | JJ032 S16 | Single-end | 35978554                  | 35969080                        | 32563604                        | 90.53                       | 67.2                               |
| Lung E15.5      | wt                   | JJ033 S17 | Single-end | 58618931                  | 58611081                        | 52944871                        | 90.33                       | 69                                 |
| Lung E15.5      | wt                   | JJ034 S18 | Single-end | 52096679                  | 52085799                        | 47005759                        | 90.25                       | 68.3                               |
| Lung E15.5      | wt                   | JJ035 S19 | Single-end | 41632020                  | 41626847                        | 37396881                        | 89.84                       | 68.6                               |
| Lung E15.5      | wt                   | JJ036 S20 | Single-end | 38382017                  | 38377126                        | 34644058                        | 90.27                       | 68.5                               |
| Lung E15.5      | Hoxa5 <sup>-/-</sup> | JJ037 S21 | Single-end | 45918471                  | 45908842                        | 41386186                        | 90.15                       | 68.6                               |
| Lung E15.5      | Hoxa5 <sup>-/-</sup> | JJ038 S22 | Single-end | 55901388                  | 55889032                        | 50290253                        | 89.98                       | 68.9                               |
| Lung E15.5      | Hoxa5 <sup>-/-</sup> | JJ039 S23 | Single-end | 70463023                  | 70455106                        | 63294763                        | 89.84                       | 68.7                               |
| Lung E15.5      | Hoxa5 <sup>-/-</sup> | JJ040 S24 | Single-end | 32600711                  | 32596229                        | 27339550                        | 83.87                       | 54.8                               |
| Diaphragm E15.5 | wt                   | JJ041 S25 | Single-end | 29774494                  | 29768726                        | 26940290                        | 90.5                        | 69.6                               |
| Diaphragm E15.5 | wt                   | JJ042 S26 | Single-end | 39594445                  | 39585429                        | 35845217                        | 90.55                       | 69                                 |
| Diaphragm E15.5 | wt                   | JJ043 S27 | Single-end | 37441893                  | 37436925                        | 33674406                        | 89.95                       | 68.5                               |
| Diaphragm E15.5 | wt                   | JJ044 S28 | Single-end | 47990655                  | 47983941                        | 43502940                        | 90.66                       | 69                                 |
| Diaphragm E15.5 | Hoxa5 <sup>-/-</sup> | JJ045 S29 | Single-end | 47124763                  | 47113526                        | 42606554                        | 90.43                       | 69.1                               |
| Diaphragm E15.5 | Hoxa5 <sup>-/-</sup> | JJ046 S30 | Single-end | 64258184                  | 64243936                        | 58151267                        | 90.52                       | 68.8                               |
| Diaphragm E15.5 | Hoxa5 <sup>-/-</sup> | JJ047 S31 | Single-end | 45230556                  | 45223132                        | 40493430                        | 89.54                       | 67.3                               |

|                 |          |            |            |          |          |          |       |      |
|-----------------|----------|------------|------------|----------|----------|----------|-------|------|
| Diaphragm E15.5 | Hoxa5-/- | JJ048 S32  | Single-end | 57239273 | 57227131 | 51516527 | 90.02 | 68.7 |
| Somites E10.5   | wt       | JM01       | Paired-end | 34342635 | 34335027 | 31560194 | 91.92 | 73.4 |
| Somites E10.5   | wt       | JM02       | Paired-end | 34869522 | 34860473 | 32121412 | 92.14 | 75.3 |
| Somites E10.5   | wt       | JM04       | Paired-end | 34324218 | 34315577 | 31814053 | 92.71 | 76.2 |
| Somites E10.5   | wt       | JM05       | Paired-end | 30360985 | 30351849 | 28096591 | 92.57 | 73.8 |
| Somites E10.5   | Hoxa5-/- | JM06       | Paired-end | 33348397 | 33338468 | 31033586 | 93.09 | 76.7 |
| Somites E10.5   | Hoxa5-/- | JM07       | Paired-end | 33630019 | 33617068 | 31173526 | 92.73 | 77.8 |
| Somites E10.5   | Hoxa5-/- | JM08       | Paired-end | 32821852 | 32810961 | 30412285 | 92.69 | 77.7 |
| Somites E12.5   | wt       | JM17       | Paired-end | 34928151 | 34916167 | 32577081 | 93.3  | 78.8 |
| Somites E12.5   | wt       | JM18       | Paired-end | 34109162 | 34096128 | 31765548 | 93.16 | 79.4 |
| Somites E12.5   | wt       | JM19       | Paired-end | 32515802 | 32505102 | 30317013 | 93.27 | 79.3 |
| Somites E12.5   | wt       | JM20       | Paired-end | 33947543 | 33935982 | 31639478 | 93.23 | 78.8 |
| Somites E12.5   | Hoxa5-/- | JM21       | Paired-end | 32501825 | 32493670 | 30362829 | 93.44 | 78.1 |
| Somites E12.5   | Hoxa5-/- | JM22       | Paired-end | 33239446 | 33231294 | 31076333 | 93.52 | 78.4 |
| Somites E12.5   | Hoxa5-/- | JM23       | Paired-end | 30949813 | 30940950 | 28715124 | 92.81 | 79.4 |
| Somites E12.5   | Hoxa5-/- | JM24       | Paired-end | 31133030 | 31125300 | 29040532 | 93.3  | 79.3 |
| iBAT E18.5      | wt       | 319.2.WT   | Paired-end | 29130581 | 29121237 | 23917225 | 82.13 | 69.5 |
| iBAT E18.5      | wt       | 321.5.WT   | Paired-end | 27954956 | 27944515 | 22601560 | 80.88 | 68.7 |
| iBAT E18.5      | wt       | 324.5.WT   | Paired-end | 27524929 | 27513795 | 22414555 | 81.47 | 68.7 |
| iBAT E18.5      | wt       | 327.2.WT   | Paired-end | 24928936 | 24919844 | 20488516 | 82.22 | 70.6 |
| iBAT E18.5      | wt       | 327.4.WT   | Paired-end | 25501267 | 25490516 | 20979856 | 82.3  | 69.8 |
| iBAT E18.5      | Hoxa5-/- | 319.1.Null | Paired-end | 27684840 | 27675318 | 22641191 | 81.81 | 69.6 |
| iBAT E18.5      | Hoxa5-/- | 321.1.Null | Paired-end | 29596167 | 29587332 | 24249411 | 81.96 | 70   |
| iBAT E18.5      | Hoxa5-/- | 324.1.Null | Paired-end | 30791655 | 30777863 | 24894889 | 80.89 | 68.1 |
| iBAT E18.5      | Hoxa5-/- | 327.1.Null | Paired-end | 31271267 | 31258076 | 25391636 | 81.23 | 68.2 |
| iBAT E18.5      | Hoxa5-/- | 327.5.Null | Paired-end | 27244874 | 27232310 | 22007927 | 80.82 | 67.6 |

**Supplementary Table 2. List of primer sequences for RT-qPCR assays**

| Gene          | Sequence (5' - 3')        | Fragment size (bp) |
|---------------|---------------------------|--------------------|
| <i>Hoxa1</i>  | F-AACTCCTTATCCCCCTCTCCAC  | 151                |
|               | R-GACCCACGTAGCCGTACTC     |                    |
| <i>Hoxa2</i>  | F-AACAATGACAGTCCCGAGGC    | 98                 |
|               | R-GGCGACAGTGCATCTGAAAG    |                    |
| <i>Hoxa3</i>  | F-GACCAGAAGGGCAAAGGCAT    | 158                |
|               | R-GGAGGCTTGGAGAAAGGAGG    |                    |
| <i>Hoxa4</i>  | F-GGTGGTGTACCCCTGGATG     | 82                 |
|               | R-CGAGAGCGCTTAGGTTTCGC    |                    |
| <i>Hoxa5</i>  | F-GCAAGCTGCACATTAGTCAC    | 78                 |
|               | R-TCTGGTAGCGAGTGTAGGC     |                    |
| <i>Hoxa6</i>  | F-GGACTACCTGCACTTTTCTCCC  | 162                |
|               | R-CCGTGACTCCCATACACG      |                    |
| <i>Hoxa7</i>  | F-TTCTTGCTCCTTTGCACCCA    | 182                |
|               | R-TGTTTTGGTCGTAGGAGGCG    |                    |
| <i>Hoxa9</i>  | F-TGACTGTCCCACGCTTGACAC   | 185                |
|               | R-AGCATGTAGCCAGTTGGCAG    |                    |
| <i>Hoxa10</i> | F-ACAGTAAAGCTTCGCCGGA     | 79                 |
|               | R-CTCTTTGCTGTGAGCCAGTTG   |                    |
| <i>Hoxa11</i> | F-CAGCCCCGAGTCGTCTTC      | 86                 |
|               | R-TATAAGGGCAGCGCTTTTTCG   |                    |
| <i>Hoxa13</i> | F-GTACTGCCCCAAAGAGCAGA    | 79                 |
|               | R-GTCTGAAGGATGGGAGACGA    |                    |
| <i>Hoxb1</i>  | F-ACAACCCTTTTCTTGGCACA    | 180                |
|               | R-CCCCTTCTTGGTTGAGGCTT    |                    |
| <i>Hoxb2</i>  | F-CGTTTCATTCACTCCTTTTCGCT | 119                |
|               | R-TTGTAAGAAAACCCTCTCCCACT |                    |
| <i>Hoxb3</i>  | F-TGTCTGCCTGTTCTCCCT      | 136                |
|               | R-TACCCTCACGACCGGACATT    |                    |
| <i>Hoxb4</i>  | F-AACCCCCTGCATCCCAGC      | 105                |
|               | R-GCCGGCGTAATTGGGGTTTA    |                    |
| <i>Hoxb5</i>  | F-AGCCCATGGCCACCTCTA      | 116                |
|               | R-CCGGGCCCTTTTCCGT        |                    |
| <i>Hoxb6</i>  | F-GAGCGTGTTTCGGAGAGACC    | 100                |
|               | R-GCTGGGCCCCAAAAGAGGAAC   |                    |

|               |                           |     |
|---------------|---------------------------|-----|
| <i>Hoxb7</i>  | F-GCTCGAACCGAGTTCCTTCA    | 184 |
|               | R-GCCTCGCTTTCGGTCAG       |     |
| <i>Hoxb8</i>  | F-ACTTCTACGGCTACGACCCT    | 196 |
|               | R-CCTCGCCTGCGTCCG         |     |
| <i>Hoxb9</i>  | F-AAAGTGATGAGCCTCGCTCC    | 129 |
|               | R-GCGTCTGGCTAGGTTACAGG    |     |
| <i>Hoxb13</i> | F-GGAGGGGGTCGGAATCTAGT    | 81  |
|               | R-GTTGACAGTTGGCATCAGCG    |     |
| <i>Hoxc4</i>  | F-GTAGATGCTCCCCCTACCCT    | 116 |
|               | R-TGATCACGGGGCATTTCACA    |     |
| <i>Hoxc5</i>  | F-ATTTTGAGGCGGAGGCTAGA    | 175 |
|               | R-CAGTACCCGCCCTACAAGAA    |     |
| <i>Hoxc6</i>  | F-TGTCGTGTTTCAGTTCCAGCC   | 242 |
|               | R-GGTCCGCTCCGTAACCG       |     |
| <i>Hoxc8</i>  | F-CATCTCCAACTCGGGCTACC    | 184 |
|               | R-GCCTTGTCCTTCGCTACTGT    |     |
| <i>Hoxc9</i>  | F-CATCTGCTTTTGGCTGCACA    | 120 |
|               | R-TGCGTTTTCTGGCGATTTG     |     |
| <i>Hoxc10</i> | F-TGCCCTCGCAATGTAAGTCC    | 128 |
|               | R-CTCATCACCCCGCAGTTGAA    |     |
| <i>Hoxc11</i> | F-GCACCATCGGAACAGCTACT    | 221 |
|               | R-TGTCGAAGAAGCGGTCGAAA    |     |
| <i>Hoxc12</i> | F-ACTTCTGCTGAGGGAGCAAG    | 127 |
|               | R-GCGTTGTAAGCGGGACTATG    |     |
| <i>Hoxc13</i> | F-AGTCAGGTGTACTGCTCCAAG   | 102 |
|               | R-CCGGTAGCTGCTCACTTCG     |     |
| <i>Hoxd1</i>  | F-AGACTGCTCCCCACCTTTGA    | 231 |
|               | R-TGGCTCACATAGCAGCGTTTA   |     |
| <i>Hoxd3</i>  | F-CTAAGGGCATCCTGCATTCTCC  | 167 |
|               | R-GTACATATTGGGCTGCGATTTGG |     |
| <i>Hoxd4</i>  | F-GAAATGCACCGAGCCTACCT    | 116 |
|               | R-CCCTCCTTACTCACCATCGC    |     |
| <i>Hoxd8</i>  | F-TCATTCTGGCAAGTGGCCTT    | 195 |
|               | R-GTGGACGTACCAACCGACAT    |     |
| <i>Hoxd9</i>  | F-CCAAACAGGGCCAACGATCT    | 166 |
|               | R-AGGTTTCTCGGTAGGCCTCT    |     |
| <i>Hoxd10</i> | F-ACAGTTGGACAGACCCGAAC    | 198 |
|               | R-CGGGGTTCTCAACAGGACAA    |     |
| <i>Hoxd11</i> | F-ACACTCCAGGCAAACGAGAG    | 165 |

|               |                         |     |
|---------------|-------------------------|-----|
|               | R-GGCGGGCCAAGATTCCTTAT  |     |
| <i>Hoxd12</i> | F-CTCCGCCTTCCCCTACAATC  | 209 |
|               | R-AACACACCAACCGAGGTCAG  |     |
| <i>Hoxd13</i> | F-CACAGGGGTCCCATTTTGGGA | 300 |
|               | R-AACCTGGCCCACATCAGGA   |     |
| <i>Rpl19</i>  | F-GGCTTGCCTCTAGTGTCTC   | 123 |
|               | R-TCAGCCCATCCTTGATCAGC  |     |

**Supplementary Table 3. List of primer sequences for ChIP-qPCR assays**

| # region | Sequence (5' - 3')       | Fragment size (bp) |
|----------|--------------------------|--------------------|
| 1        | F-TTTGGTCCCCAGCACATTCA   | 76                 |
|          | R-GCCAGCCTCGGAATGTAGAG   |                    |
| 2        | F-ATGTCTCATTGTGGGACTCGG  | 124                |
|          | R-GGACCATGAGCTTCGAGGGA   |                    |
| 3        | F-CAGGCAGGTCGATGGTACTC   | 143                |
|          | R-GCGACCTACTACGACAGCTC   |                    |
| 4        | F-CTGTGGCGTCCCTTTGTAGA   | 151                |
|          | R-GCTGGCTAGGAAGGAAGTCTG  |                    |
| 5        | F-CAGTTTTCTTCACCTGCCGC   | 88                 |
|          | R-GCATTTGGGAGGTGTCTGGA   |                    |
| 6        | F-GAGGGAACCTGGGCTCGATG   | 104                |
|          | R-GAAAAACGACACCGCGAGAAA  |                    |
| 7        | F-GATGCCTCACTCGTACCTGG   | 103                |
|          | R-TGGCGGTGATAGTTTGCAC    |                    |
| 8        | F-GCCCTGAAATGGAGCAGAGA   | 82                 |
|          | R-AATAGTGCTTCAACCCCGCT   |                    |
| 9        | F-ACCACCGCCTGATGGAATAG   | 79                 |
|          | R-AGGCTGGTTTGACAGGGAAC   |                    |
| 10       | F-GGGAAACCCTAACAAACCCCTA | 121                |
|          | R-AAAAGGAGAAGGTGGCAGAAGT |                    |
| 11       | F-GCCCTGCGAAGACATATTGC   | 140                |
|          | R-CTCTGGGAGTTGAAGGGACG   |                    |
| 12       | F-GCTTTGTTAGCCACACTCCG   | 118                |
|          | R-AGTGCTGGGGTTGGTTAGTG   |                    |
| 13       | F-GCAACGAGAACAGGGCTTCT   | 86                 |
|          | R-GGGCAGCTCTCTGTAGTGTC   |                    |
| 14       | F-CAGGGTCTGGTAGCGAGTGT   | 104                |
|          | R-GCTGAGGAGTTGGTGGCTAA   |                    |
| 15       | F-GGGTAGGGATGGCAGTAAGG   | 71                 |
|          | R-CAGCGTAGCCCTTCCCATAAA  |                    |
| 16       | F-CCCTCTCTGCTGCTGATGTG   | 73                 |
|          | R-GGAAAAACTCCCTGGGCAAC   |                    |
| 17       | F-CCAGTCGTAAATCCTGCCTGA  | 75                 |
|          | R-CTCTTGCCTCCACCCAACCTC  |                    |

|              |                          |     |
|--------------|--------------------------|-----|
| 18           | F-TGCAGGACTGTGATTTGTTGTG | 87  |
|              | R-CGTTTCGGCCATCCAGAAAC   |     |
| 19           | F-GGAAGGGCCGAACAACACTCA  | 131 |
|              | R-GACTCGGTGGTAAGATGGCG   |     |
| 20           | F-AGAGGGGGCTGTTGACATTG   | 112 |
|              | R-GAGCCGACTTCTTGCTCCTT   |     |
| 21           | F-CATCCTTAGCAGGGAGGTGC   | 171 |
|              | R-TGACGATCTGTTGCTTCCCC   |     |
| <i>Rpl19</i> | F-TGAAGCGATGGAGAGATGCG   | 71  |
|              | R-0CCCAGACCCTTGGAGTGTTTC |     |
| <i>Olig2</i> | F-GTAGGGTCTCCTCACACGGA   | 70  |
|              | R-CACAAGCAAGCGGAACCAAT   |     |

How the deposited data were processed for this re-analysis (not part of the article)

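Bulk RNA-seq counts of 57 libraries were analysed, from trachea, lung and diaphragm (32 libraries, single-end reads of 100 bases) and from somites and iBAT (25 libraries, paired-end reads of 150 bases). Each library was assigned to its tissue, stage, genotype and replicate number from the deposited sample labels, and none was left unassigned. The authors trimmed reads with Trim Galore 0.6.5, mapped them with STAR 2.7.9a to GRCm39 and counted reads per gene with featureCounts 2.0.3 on the Ensembl release 109 annotation curated for *Hox* genes. The count tables hold whole numbers without normalization, and the TPM values were made by the authors from these counts, divided by exon length and scaled to the same sum in each library. Genes without a count in any library numbered 15671 in the table of trachea, lung and diaphragm and 13595 in that of somites and iBAT. No libraries had identical counts. In the second table 2573 gene names are spelled with another separator than in the first, and these were matched.

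Genotypes were compared within each context with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and Benjamini-Hochberg adjustment. Genes needed a mean TPM of at least 1 in either genotype, and calls an adjusted p under 0.05 and a fold change of at least 1.5. *Hox* genes were also adjusted over the list of 39 alone. Differences of the genotype effect between contexts were tested as interactions within 1 table. The shift of a *Hox* cluster is the difference between genotypes in mean log2 CPM (prior count 0.5) over its genes without *Hoxa5*, tested by exact two-sided permutation, and camera of limma 3.58.1 was run beside it. Clustering used z-scores of log2(mean TPM + 1) with Euclidean distance and complete linkage, and principal components used log2(TPM + 1), centred and unscaled. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for permutations, summaries and figures.

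The tests, the alternatives and the rule for naming genes were set before the data were examined, although the paper's figures had been read. The rule names the 39 *Hox* genes, the other genes the paper names for its RNA-seq data, 9 TALE genes, up to 2 called genes with the largest rise and up to 2 with the largest fall per context whose wt and mutant libraries do not overlap, genes called in 3 or more contexts, and other genes inside the *HoxA* cluster at 1 TPM or more. *Xist* and Y-linked genes served as a check of embryo sex. Alternatives were DESeq2 1.42.0 with its own size factors, DESeq2 size factors in edgeR, at least 10 counts in place of the TPM minimum, no fold-change minimum, the replicate number as a block, the leading number of the iBAT sample names as a block, 1 fit for all libraries of a table, *Xist* as a covariate, and leaving out each library in turn. Cluster shifts were repeated with DESeq2 size factors, the median over genes, a minimum of 5 TPM, log2(TPM + 1) and the replicate block. Clustering and components were repeated with 500 genes of highest variance, average linkage, a correlation distance, unit variance and a pseudocount of 0.1, and expression counts with limits of 0.5 and 5 TPM. Leaving out libraries from the interactions was added after the data had been seen.

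The same comparisons were run on all 35 splits of the libraries of a context into groups of the same sizes, on 100 of 126 in iBAT, and on 30 draws of genotype labels for each interaction. Marker lists of 19 tissues and cell types, written beforehand, were compared with 10000 random lists each. The calls were tested on simulated data with 200 changed genes per context. A few genes are not reported here. RT-qPCR and chromatin data of the paper were not analysed here, nor were reads, so that alignment and strand settings stay as deposited.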

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

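The tests of read number, ribosomal RNA, red blood cells, *Hoxa3* reads on *Hoxaas2* and attached gut tissue and the fits of the interactions without 1 library were chosen only after the result was seen, as were the names *Actg2*, *Myh11*, *Sox2*, *Epcam*, *Tpm3*, *S100a16*, *Alpk1* and *Negr1*.

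Of 102 groups of libraries examined for a library far from the others, 4 had one, where chance gives about 5.1. *Hoxa5*-/- replicate 3 of lung at E12.5 held 72991481 counts against 20552280 to 27594435, a gap of 0.866 of the range of its group. The paper's table gives it 95201982 reads against 26878660 to 36088288, and its counts per read were 1.003 times the median of the other 3, which more sequencing requires. *Hoxa5*-/- replicate 4 of lung at E15.5 had 15.6% of its counts in 10 genes against 3.44% to 3.62%, a gap of 0.985. *Rn18s-rs5* alone held 12.0% of its counts and at most 0.416% in the others, and without that gene the share was 4.30%, so that ribosomal RNA left in the library is a candidate explanation. *Hoxa5*-/- replicate 1 of lung at E12.5 had 5.60% of its counts in 10 genes against 4.10% to 4.11%, a gap of 0.993, and 0.40% mitochondrial counts against 1.77% to 2.01%, a gap of 0.851. All 7 erythroid genes were highest in that library, with 0.589% of its counts against 0.0691% to 0.103%, so more red blood cells may account for part of the first difference. They cannot account for the mitochondrial share by dilution, which would take 79.2% of the counts where the list holds 0.5885%. No biological explanation was tested for these single libraries.

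The genotype effect differed between the lung stages for 5 genes, between the somite stages for 3, between trachea and diaphragm for 185 and between lung and diaphragm for 187. Random draws of genotype labels within contexts gave as many genes in 1 of 30 draws for the lung stages, the real labels included, with at most 2 genes in the others, and in 1 of 30 for lung and diaphragm, with at most 6. Chance can be excluded at that level for these comparisons. It cannot for the somite stages (5 of 30, up to 560 genes) or trachea and diaphragm (2 of 30, up to 403). For trachea and lung, where edgeR called 0 genes, 1096 had an unadjusted p under 0.05 and DESeq2 called 43, the draws decide nothing, since every draw calls at least 0, and they ran up to 707. Leaving out 1 library gave 0 genes for the lung stages without E12.5 wt replicate 3, E12.5 *Hoxa5*-/- replicate 3 or 4, E15.5 wt replicate 1 or 2 or E15.5 *Hoxa5*-/- replicate 2, 1 without E12.5 wt replicate 1, 2 without E15.5 *Hoxa5*-/- replicate 4, 3 without E15.5 wt replicate 4 and 7 without E15.5 *Hoxa5*-/- replicate 3, then 522 for the somite stages without E10.5 wt replicate 3, 16 without E10.5 *Hoxa5*-/- replicate 3 and 7 without E10.5 *Hoxa5*-/- replicate 1, 16 for trachea and lung without trachea *Hoxa5*-/- replicate 3, and 117 (without diaphragm *Hoxa5*-/- replicate 2) to 283 (without diaphragm wt replicate 4) for trachea and diaphragm. Draws with several times the real count point to a structure of the samples other than genotype. A difference in biology between stages or tissues stays open and was not tested apart from the technical explanations.

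*Hoxaas2*, an antisense gene that the paper does not report, fell by 0.72 on the log2 scale in lung at E12.5 (adjusted p = 0.00911, called in 6 of 8 fits without a library) and fell by 0.70 in diaphragm (adjusted p = 0.0381, called in 1 of 8). Its annotation overlaps *Hoxa3*, and its change lay within 1.449 combined SE of that of *Hoxa3* in both contexts, so that reads of *Hoxa3* counted on it may explain the fall. A change of the antisense transcript itself was not tested.

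In somites at E10.5, *Tmem254* rose by 1.35 (adjusted p = 0.00184) and *Duxbl1* by 0.92 (adjusted p = 0.0319) on the log2 scale, while *Tmem254* changed by -0.16 to 0.02 in the other contexts. If embryos of the 2 genotypes differed in a segment of chromosome 14, neighbouring genes would be expected to move too, and of 9 others within 500 kb, 2 had a p under 0.05 in the same direction. A segment and an effect of the genotype cannot be told apart, since neither most nor none of the neighbours moved.

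Of the 14 genes called in lung at E12.5, 5 (*Tlr2*, *Tpm3*, *S100a16*, *Alpk1* and *Negr1*) lie on chromosome 3, where 0.720 would be expected from its share of tested genes. Alleles differing between all wt and all *Hoxa5*-/- embryos would change these genes alike in lung at E15.5, where the median change had 0.411 times the size at E12.5, between the bounds set for either outcome. Alleles that vary among embryos of both genotypes may contribute: within 10 Mb of *Tpm3*, 11.9% of genes varied with it between libraries of 1 genotype, 6.54 times the share on other chromosomes (two-sided Fisher's exact p = 3.7e-16, genes not being independent replicates). Whether such alleles or the loss of *Hoxa5* changed these genes cannot be told apart, since genotypes of the segment are not in the data.

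In diaphragm, the log2 fold changes of *Actg2* and *Myh11* were -4.63 and -4.34. Wt libraries held 82.3 to 332 TPM of *Actg2* against 3.74 to 13.6 in mutants. Oesophagus or gut attached to the wt diaphragms may be a source. The Pearson r of 0.981 between the 2 genes over 8 libraries does not bear on it, since both were chosen for their fall in mutants. The medians of the smooth muscle list (-1.90, with Acta2 at 884 to 1421 TPM) and the neural crest and glia list (-1.77, with Foxd3 at 17.5 to 31.5 TPM) fell, but both genes belong to the first list. The lung epithelium list fell by 5.24 and the neural list by 2.06. *Sftpc*, of the lung epithelium list, was at 1.34 to 322 TPM in wt and 0.236 to 11.8 in mutants. The 322 TPM were those of wt replicate 3. The other wt libraries held 1.34 to 5.07 TPM, below *Hoxa5*-/- replicate 1 at 11.8, so that the fall of *Sftpc* rests on 1 library. *Sox2* was at 0.772 to 13.4 TPM in wt against 0.198 to 0.505, and *Epcam* at 1.58 to 57.2 against 1.22 to 2.21. The gut epithelium list, with 2 genes tested, too few for a median, summed to 1.75 to 5.62 TPM in wt and 1.64 to 6.97 in mutants. Attached tissue and a loss of these cells in mutants cannot be told apart, since the groups differ in the genes that define both.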

How the results depend on the processing

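Leaving out libraries from the interactions was an alternative chosen only after the result was seen.

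With DESeq2, the called genes per context were 52 in trachea, 81 and 83 in lung at E12.5 and E15.5, 406 in diaphragm, 18 in earlier and 2 in later somites and 4 in iBAT, the lung stages shared 8, and *Hox* genes numbered 3 in trachea, 4 in diaphragm and 3 in iBAT. DESeq2 counted 16 genes whose effect differed between the lung stages, 15 between the somite stages, 43 between trachea and lung, 343 between trachea and diaphragm and 325 between lung and diaphragm. With the replicate number as a block, the counts were 1, 4, 104, 358, 0, 2 and 2 in the same order of contexts, against 3, 14, 22, 107, 4, 1 and 1. For somites at E10.5, the 0 genes by edgeR with the block stand beside 18 by DESeq2 without it and 2359 at an unadjusted p under 0.05 without it. The block also gave 1 shared gene in trachea, lung and diaphragm, 0 in the tissues of somitic origin and 0 over all 7 contexts, and 1 called *Hox* gene in lung at E12.5, 0 in somites at E10.5 and 2 in iBAT. No context had a correlation over 0.1 for every pair of equal numbers, so these correlations do not show that the numbers pair the embryos. The iBAT pairs ran from 0.0728 to 0.189, with a mean of 0.137 against -0.0342 for other pairs. Their libraries also share the leading number of the sample names, so that a pairing stays open in iBAT. The leading number of the iBAT names as a block gave 2 called genes, 2 of them *Hox* genes. With 1 fit for all libraries of a table, 39 genes were called in trachea, 35 in lung at E15.5, 338 in diaphragm, 26 in somites at E10.5, 2 at E12.5 and 3 in iBAT, 4 were shared by the lung stages, and 2 *Hox* genes were called in trachea and 2 in iBAT. At least 10 counts in place of the TPM minimum gave 1 called gene and 0 *Hox* genes in trachea, 1 shared gene in trachea, lung and diaphragm and 0 over all 7 contexts. *Xist* as a covariate gave 1 gene in trachea, 9 in lung at E15.5 and 2 in somites at E10.5, with 0 shared genes in trachea, lung and diaphragm, 0 in the tissues of somitic origin and 0 over all 7, and 0 called *Hox* genes in trachea, 1 in lung at E12.5 and 0 in somites at E10.5. The cause of these changes was not tested. In all, 25 of 50 alternatives for the called genes stayed within 1.5 times the count, 20 of 30 for the shared genes, 37 of 50 for the called *Hox* genes and 5 of 10 for the differences between contexts.

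Leaving out 1 library gave 0 to 1 called genes in trachea, 5 to 14 in lung at E12.5, 5 to 37 in lung at E15.5, 30 to 139 in diaphragm, 1 to 386 in somites at E10.5, 1 to 2 at E12.5 and 1 to 1 in iBAT. The extremes were 386 without somites E10.5 wt replicate 3, 37 without lung E15.5 *Hoxa5*-/- replicate 3 and 139 without diaphragm wt replicate 4. Shared genes ran from 0 to 2 in trachea, lung and diaphragm, from 0 to 1 in the tissues of somitic origin and from 0 to 1 over all 7 contexts. Called *Hox* genes ran from 0 to 0 in trachea, 1 to 2 in both lung stages and diaphragm and 0 to 2 in somites at E10.5. Genes that differed between contexts numbered 0 to 7 for the lung stages, 2 to 522 for the somite stages, 0 to 16 for trachea and lung and 117 to 283 for trachea and diaphragm.

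No *Hox* cluster shift was past an adjusted p of 0.05 in the 27 tests, with a lowest adjusted p of 0.154, between 0.137 and 0.281 under the alternatives, and 0.129 without 1 library. The smallest exact p possible was 0.0286 in 6 contexts, and in those 6 it was 0.125 or 0.25 with the replicate block, so that these tests could hardly pass and do not show that no shift exists. Camera with an estimated correlation called *HoxA* in lung at E12.5 (adjusted p = 0.0252) and in somites at E12.5 (adjusted p = 0.0317). Of 132 values under alternatives 125 kept their sign, and of 220 without 1 library 211 did. With the median over the genes, the sign changed for *HoxA* in trachea (-0.51), *HoxB* in diaphragm (0.16) and *HoxC* in somites at E10.5 (-0.09). It also changed for *HoxB* in diaphragm with at least 5 TPM (0.093) and with log2(TPM + 1) (0.014), for *HoxC* in somites at E10.5 with the replicate block (-0.015) and for *HoxD* in somites at E12.5 with at least 5 TPM (-0.026). Without 1 library, *HoxB* in diaphragm ran from -0.10 to 0.15, *HoxC* in somites at E10.5 from -0.19 to 0.38, *HoxD* in lung at E12.5 from -0.25 to 0.24 and *HoxB* in iBAT from -0.024 to 0.084. The *HoxA* shift kept its sign under every alternative and without any library in both lung stages, diaphragm, both somite stages and iBAT, but in iBAT its size went from -0.71 to -0.09 with the median over the genes, -0.01 with at least 5 TPM (exact p = 0.897) and -0.39 without wt replicate 2. It grew in lung at E12.5 from -0.29 to -0.75 with the median over the genes and -0.56 with at least 5 TPM, and in diaphragm from -0.31 to -0.48 with at least 5 TPM, each with an exact p of 0.0286. Without 1 library, the diaphragm shift ran from -0.56 to -0.19.

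Among the 37 single genes and contexts named, 214 of 262 alternatives left direction and side of the threshold as they were, 16 took a gene below it and 32 above, and of 300 fits without a library 241 left them, 56 took a gene below and 3 above. PC1 and PC2 held 40.9% and 25.7% of the variance with 500 genes, 44.5% and 15.0% with unit variance and 40.8% and 15.9% with log2(TPM + 0.1). The pairing of genotypes in the tree held in all 4 alternatives. Counts of expressed *Hox* and TALE genes stayed within 1.5 times in 26 of 28 alternatives and 58 of 58 without a library, the exceptions being 10 *Hox* and 3 TALE genes in iBAT at 5 TPM. Of 50 simulated changes per context, edgeR recovered 21 to 44 at 2-fold and 36 to 50 at 4-fold and called 5 to 10 unchanged genes, where DESeq2 recovered 31 to 44 and 40 to 48 and called 10 to 42. These values come from independent libraries with 200 changed genes per context, so that recovery in the data may be lower and false calls more frequent.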

Differences from the paper's values

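No test reported here was chosen after its result was seen, and the alternatives named were set before the data were examined.

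The numbers of called genes were 3 in trachea against the paper's about 52 in Fig. 1c, read by eye, 14 against the paper's about 81 in Fig. 1c, read by eye, in lung at E12.5, 22 against the paper's about 83 in Fig. 1c, read by eye, in lung at E15.5 and 107 against the paper's about 410 in Fig. 1c, read by eye, in diaphragm. In somites they were 4 against the paper's about 18 in Fig. 1c, read by eye, at E10.5 and 1 against the paper's about 2 in Fig. 1c, read by eye, at E12.5, and in iBAT 1 against the paper's about 4 in Fig. 1c, read by eye. With DESeq2, the tool the paper's methods name, the counts equalled these readings except in diaphragm, with 406 against about 410. With 1 fit for all libraries of a table, the counts were 39 in trachea, 338 in diaphragm, 26 in somites at E10.5 and 3 in iBAT. The replicate block gave 104 in lung at E15.5 and 358 in diaphragm. These counts were nearer to the readings than the main ones or of like size, but unequal to them. In somites at E12.5, 1 fit for all libraries, the replicate block and the fit without wt replicate 3 each gave 2. The other alternatives lay further from the readings, as did every other fit without a library. Among them were DESeq2 size factors in edgeR, at least 10 counts, no fold-change minimum and *Xist* as a covariate. The lung stages shared 2 called genes against the paper's about 8 in Fig. 1d, read by eye, and of 23 alternatives DESeq2 alone gave a value that does not differ.

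The paper places *Ptprb* among the genes shared by trachea, lung and diaphragm at E15.5, where the adjusted p by edgeR was 0.0475, 0.0644 and 0.1, and DESeq2 called it in all 3. In lung it was also called with the replicate block, 1 fit for all libraries of a table, and without wt replicate 3 or *Hoxa5*-/- replicate 3. The paper calls *Hoxa6* and *Hoxb3* in trachea, where the adjusted p were 0.139 and 0.598, *Hoxa3* and *Hoxa4* in lung at E12.5 (0.104 and 0.0503), *Hoxa4* and *Hoxc8* in diaphragm (0.101 and 0.22) and *Hoxa7* and *Hoxa9* in iBAT (0.57 and 0.614). DESeq2 reached an adjusted p under 0.05 for each of these, 1 fit for all libraries of a table for *Hoxa6* in trachea, *Hoxa4* and *Hoxc8* in diaphragm and *Hoxa9*, the replicate block and the leading number of the iBAT names as a block for *Hoxa7*, and DESeq2 size factors in edgeR and at least 10 counts for *Hoxa4* in lung at E12.5, although the log2 fold change of *Hoxa3* was -0.54, under 1.5-fold. *Hoxa5* in all contexts and *Hoxd8* in diaphragm were called by edgeR as in the paper.

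The paper groups diaphragm with somites at E10.5 in its tree, whereas diaphragm joined somites at E12.5 here, at a distance of 169.3, and somites at E10.5 were added at 245.1, under the main settings, and diaphragm did not join somites at E10.5 in any of the 4 others. It names somites at E12.5 and iBAT as the most different tissues, where the mean distance to other contexts was 308 for iBAT, 223 for somites at E10.5, 207 for trachea, 202 for diaphragm and 193 for somites at E12.5, above both lung stages (188.5 and 186.8). A limit of 1 TPM was set here for an expressed gene, and the legend of Fig. 2 gives none, so that the comparisons below rest on it. The paper gives the same *Hox* set at both lung stages, where 3 of 18 genes of E12.5 (*Hoxb1*, *Hoxc5* and *Hoxd13*) were under 1 TPM at E15.5. It gives *HoxA* genes up to *Hoxa11*, *Hoxb1* to *Hoxb9* and *Hoxd1* to *Hoxd10* in somites at both stages, where *Hoxa10*, *Hoxa11* and *Hoxd10* were at 0.256, 0.0572 and 0.336 TPM at E10.5 and *Hoxb1* at 0.648 TPM at E12.5. It gives *Pbx2* as the TALE gene expressed in iBAT, where 7 of 9 reached 1 TPM and 3 reached 5 TPM, with *Pbx2* highest, and *Pbx4* as weak everywhere, where trachea had 20.1 TPM. It makes *Hoxd8* in lung the exception among raised genes expressed in wt, where *Hoxc6* in lung at E12.5 (0.836 TPM), *Hoxc5* in lung at E15.5 (0.356 TPM) and *Hoxd11* in somites at E12.5 (0.987 TPM) were also under 1 TPM. It states that the expressed combination was kept in mutants, where 11 genes crossed 1 TPM in 13 cases.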

Other observations

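The tests of *Tmsb10* reads, of stage on the sides of a somite split, of embryo sex in diaphragm and of mixed embryos in iBAT were chosen only after the result was seen.

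Other splits of the libraries into groups of the same sizes were compared with the real numbers of called genes. In lung at E12.5, lung at E15.5 and diaphragm, 1 of 35 splits, the real one, called as many genes (14, 22 and 107), and the highest other counts were 0, 0 and 28, so that chance can be excluded at that level. In trachea 2 of 35 splits called at least the 3 genes, up to 500, in somites at E10.5 5 of 35 at least the 4, up to 541, in somites at E12.5 6 of 35 at least the 1, up to 390, and in iBAT 7 of 100 at least the 1, up to 7, so that chance cannot be excluded for these numbers. Splits with several times the real count point to a structure of the samples: in trachea, wt replicates 1, 2 and 3 with *Hoxa5*-/- replicate 3 against the others, and in somites at E10.5, wt replicates 1, 2 and 4 against wt replicate 3 and the mutants.

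Unequal amounts of neighbouring tissue may add to that structure. In trachea 12 of 16 marker lists varied between libraries of 1 genotype more than the 95th percentile of random lists, in somites 6 of 12 at E10.5 and 9 of 14 at E12.5. In trachea the thyroid list, for example, ranged in its most abundant gene Tg from 0.903 to 350 TPM and the skeletal muscle list in Acta1 from 16.5 to 1805 TPM. The same was seen for 8 of 14 lists in lung at E12.5, 8 of 13 in lung at E15.5, and 9 of 15 in diaphragm, where no such splits arose, and for 7 of 9 in iBAT, so that neighbouring tissue and other sources cannot be told apart from these lists. Unequal stage among somites at E10.5 is another candidate explanation. The libraries spanned 0.106 of the distance from E10.5 to E12.5, and wt replicate 3, at -0.0027, lay within the other wt libraries (-0.0363 to -0.0022). The sides of the split with 541 genes overlapped, with *Hoxa5*-/- replicates 3 (-0.0372) and 1 (0.0691), the lowest and highest of all, on the same side, and their means differed by 0.0377. Of 452 of its genes tested at both stages, 57.5% changed more between the sides than between the stages, which argues against stage as the whole source of that split, while 68.4% changed in the direction of the later stage, so that a smaller part stays open. For the smaller splits stage cannot be told apart from other sources, since wt replicate 3 lay by less than the spread of the wt libraries inside their range.

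*Gm19248* counts in mutants may be reads of *Tmsb10* placed on the pseudogene. Relative to *Tmsb10* they had an SD of 0.574 over 16 libraries, less than the 0.70 of their CPM, and wt libraries with 5932 to 28238 *Tmsb10* counts held 0 to 7. *Tmsb10* lies 20752763 bases from *Hoxa5* on chromosome 6, so that a variant of *Tmsb10* carried along with the targeted locus is a hypothesis. Mutant libraries of somites and iBAT, with 2737 to 10392 *Tmsb10* counts, held 0 to 10 of *Gm19248*, which goes against such a variant as the whole source unless the other read layout of these libraries accounts for it, and layout was not varied. Alleles carried along with the locus would concentrate called genes near it, yet over the 7 contexts 1 of 142 calls outside the *HoxA* cluster lay within 25 Mb, 0.428 times the share of other tested genes, and with each gene counted once 1 of 139 genes, 0.421 times (two-sided Fisher's exact p = 0.735), which argues against such alleles as the source of most calls.

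In diaphragm, 79.4% of the called genes were also called with *Xist* as a covariate, which argues against unequal numbers of female and male embryos as their source. *Hoxa5*-/- replicate 3 of iBAT had 0.223 of the female median of *Xist* and 0.690 of the male median of Y-linked genes, adding up to 0.913, so that it may hold RNA of a female and a male embryo. Female libraries numbered 4 of 5 wt and 1 of 5 *Hoxa5*-/- in iBAT. Libraries of trachea and lung at E15.5 with equal numbers may come from 1 embryo: all 8 numbers were of like sex, and of all ways of matching the numbers, 1, the real one, gave as many genes with r over 0.9 (891, next 773). No biological explanation was tested for these.

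A loss of endothelial cells of all kinds alike cannot be the whole source of the fall of *Lyve1* and *Stab2* in lung at E15.5. These genes fell by 1.79 (SE 0.18) and 1.57 (SE 0.18) on the log2 scale. The lowest of the 9 other endothelium markers fell by 0.59 (SE 0.19) and their median by 0.28. That median lay between the bounds set beforehand for either outcome, so that the preset rule left the question open. The comparison with the lowest marker was not part of that rule. A loss limited to cells that carry *Lyve1* and *Stab2* was not tested. A smaller loss of endothelial cells stays open, with 8 of 9 markers lower. *Ptprb* fell by 0.86, close to the lowest marker, so that such a loss is not excluded as the source of its fall.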
